# MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis

**DOI:** 10.1371/journal.pgen.1005959

**Published:** 2016-03-25

**Authors:** Moritz Graeff, Daniel Straub, Tenai Eguen, Ulla Dolde, Vandasue Rodrigues, Ronny Brandt, Stephan Wenkel

## Abstract

MicroProteins are short, single domain proteins that act by sequestering larger, multi-domain proteins into non-functional complexes. MicroProteins have been identified in plants and animals, where they are mostly involved in the regulation of developmental processes. Here we show that two *Arabidopsis thaliana* microProteins, miP1a and miP1b, physically interact with CONSTANS (CO) a potent regulator of flowering time. The miP1a/b-type microProteins evolved in dicotyledonous plants and have an additional carboxy-terminal PF(V/L)FL motif. This motif enables miP1a/b microProteins to interact with TOPLESS/TOPLESS-RELATED (TPL/TPR) proteins. Interaction of CO with miP1a/b/TPL causes late flowering due to a failure in the induction of FLOWERING LOCUS T (FT) expression under inductive long day conditions. Both *miP1a* and *miP1b* are expressed in vascular tissue, where CO and FT are active. Genetically, miP1a/b act upstream of CO thus our findings unravel a novel layer of flowering time regulation via microProtein-inhibition.

## Author Summary

MicroProteins are short single-domain proteins that possess the ability to interfere with larger multi-domain proteins. These protein species can be identified in plants and animals where they evolved from large proteins by successive domain-loss. MicroProteins often act as decoys thus interaction with their targets results in reduced activity. Here we employed a bioinformatics approach and identified a number of microProteins encoded in the Arabidopsis genome. The detailed study of two uncharacterized microProteins, miP1a and miP1b, revealed that these proteins interact with their target protein CONSTANS and additionally engage in a larger protein complex involving the co-repressor protein TOPLESS. These findings imply that miP1a/b establish a flowering activity switch similar to AUX/IAA proteins in the auxin-signaling pathway.

## Introduction

The formation of higher order protein complexes greatly expands the matrix of physiological responses and is crucial for the adjustment of developmental processes in regard to environmental changes. MicroProteins are important modulators, because they are able to prevent larger, multi-domain proteins from forming functional multimers [1–4]. It is conceivable that microProteins and their substrates exist in balanced equilibriums. Thus, microProteins can rapidly exert their full potential upon alteration of the physiological state of the cell, independently of transcription and translation.

MicroProteins are small, single domain proteins that harbor a protein-protein-interaction domain; they have the ability to engage larger, multi-domain proteins into dimers that prevent the default function of the larger protein. Several such microProteins have been identified in the past years in plants and a hallmark of all of these small proteins is their dominant negative potential [1–4]. In addition to microProteins, other protein species that are related to larger multi-domain proteins but lack distinct domains exist. We have previously coined these as “interfering proteins” [3]. According to our definition, interfering proteins are larger, often multi-domain proteins that can form complexes with other proteins but lack a certain functional domain. Although recent bioinformatics approaches have attempted to identify microProteins, they have resulted in proteins that are better suited as interfering proteins due to their large size and protein composition [5].

To identify novel microProteins, we systematically searched the *Arabidopsis thaliana* genome for transcripts encoding small, single domain proteins (see S1 Text, S1 and S2 Figs). According to our definition of microProteins, we searched for proteins fulfilling the following criteria: 1) a small size protein (here below 140 amino acids, since all of the identified true microProteins to date fall into this range); 2) contains a single protein (Pfam) domain enabling the protein to physically interact with other proteins; 3) related to larger proteins and 4) exhibits a dominant-negative mode of action. Using the first three criteria, we analyzed the Arabidopsis genome (see S1 table, S1 and S2 Figs) and *inter alia* identified two small B-Box microProteins having the potential to interact with CONSTANS (CO), a major regulator of photoperiodic flowering.

*Arabidopsis thaliana* is a facultative long day plant that flowers early when grown in long day conditions. Several genetic pathways have been characterized that act on a set of floral integrator genes, translating inputs of these different pathways into a flowering response [6]. CONSTANS (CO), the eponymous member of the family of CONSTANS-like (COL) transcriptional regulators, mediates flowering in response to photoperiod [7]. Mutations in the *CO* gene result in a late-flowering phenotype under inductive long-day conditions [8,9]. Furthermore, *CO* mRNA shows a diurnal expression pattern [10] and the stability of the CO protein is reduced in darkness [11]. *FLOWERING LOCUS T* (*FT*) is the major target of CO [12]. Both *CO* and *FT* are expressed in the vascular tissue of leaves [13]. Upon induction, the FT protein acts as a systemic signal, traveling via the phloem from the leaves to the shoot apex [14,15]. After reaching the shoot apex, FT interacts with the bZIP transcription factor FD and induces the production of the floral meristem [16,17].

Besides CO, very little is known about the function of most CO-like (COL) proteins. All COL proteins consist of one or two amino terminal B-Box domains and an additional 43 amino acid CCT-domain (CO, CO-like, TOC1-domain) at the carboxy-terminus [7,18,19]. The CCT-domain shares homology to a DNA-binding domain and might be involved in mediating protein-DNA interactions [20]. A recent study on TOC1, supports the idea that the CCT-domain binds DNA [21] and it was recently reported that CO can physically interact with the promoter of *FT* [22,23] via the CCT domain.

The B-Box zinc finger domains of CONSTANS are required for CO to be functional and several loss-of-function mutant plants have been isolated that carry mutations affecting the B-Box domains [18]. Zinc finger B-Boxes serve as protein-interaction platforms and mediate protein-protein-interactions. The type of protein-dimer CO is involved in influences CO activity and it is thought that as a homodimer, CO controls flowering by inducing expression of *FT*. Recently, it was shown that BBX19, a B-Box transcription factor of the group IV subfamily of B-Box proteins [24], when over-expressed, is able to sequester CO into a non-productive protein complex [25]. This finding illustrates that CO activity can be controlled by the type of protein complex CO is involved in.

Here we have analyzed the translated Arabidopsis ORFeome for the existence of small, single-domain proteins that based on their respective domain organization might function as microProteins that target transcriptional regulators. Our *ab initio* analysis identified a total of 44 small proteins belonging to 12 different protein families (S1, S2 Figs and S1 Table). As a proof of principle, we experimentally tested whether two small B-Box-type microProteins, we named microProtein 1a (miP1a) and miP1b, act as predicted and heterodimerize with the flowering regulator CO. Both miP1a and miP1b interact with CO in yeast, *in vitro* and *in planta*. Ectopic overexpression of either *miP1a* or *miP1b*, cause a severe delay in flowering, which is due to a strong reduction of *FT* expression. Furthermore, we show that *miP1a/b* are co-expressed with *CO* and *FT* in the vascular system and have a circadian expression profile. Both microProteins have an additional PFVFL motif that enables them to interact with TPL/TPR co-repressor proteins. We show that miP1a can mediate between CO and TPL and that the interaction with TPL is required for the late flowering phenotype of ectopic miP1a/b expression. Taken together, these findings show that attenuation of protein function by ectopic microProtein expression is a powerful tool to interfere with developmental processes and can *inter alia* be used to control the transition to flowering.

## Results

### MiP1a and miP1b are microProteins that contain a B-Box motif and interact with the flowering time regulator CONSTANS

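In the TAIR10.1 annotation, 31 genes could be matched by symbol or synonym to a BBX number, and BBX11 was the 1 number that was not matched. The proteins encoded by 24 of these genes contain a B-Box of the spacing found in CO, with 8 residues between the cysteines of its middle pair. The proteins of 5 genes contain a B-Box with 7 residues there, and no protein contains both.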

The Arabidopsis genome contains 32 genes encoding proteins containing B-Box motifs (also called BBX proteins) [24]. Phylogenetic analysis of all Arabidopsis B-Box proteins reveals that miP1a and miP1b, are closely related to each other but cluster with both CONSTANS / CONSTANS-like proteins (S3A Fig). 

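*miP1a* (AT3G21890) lies on chromosome 3 of TAIR10.1 from 7708833 to 7709933 on the minus strand, and *miP1b* (AT4G15248) lies on chromosome 4 from 8708841 to 8709482 on the plus strand. Each has 1 exon. Next to *miP1a* lies *BBX10* (AT3G21880), from 7706257 to 7708346 on the plus strand, 486 bp away. *miP1b* is followed by *BBX9* (AT4G15250) from 8709767 to 8711526 on the minus strand, 284 bp away. There are 0 protein-coding genes between the members of either pair, and in both pairs the 2 genes are transcribed towards each other. The encoded proteins have 121 residues for miP1a, 117 for miP1b, 364 for BBX10 and 330 for BBX9.

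**Figure D1:**
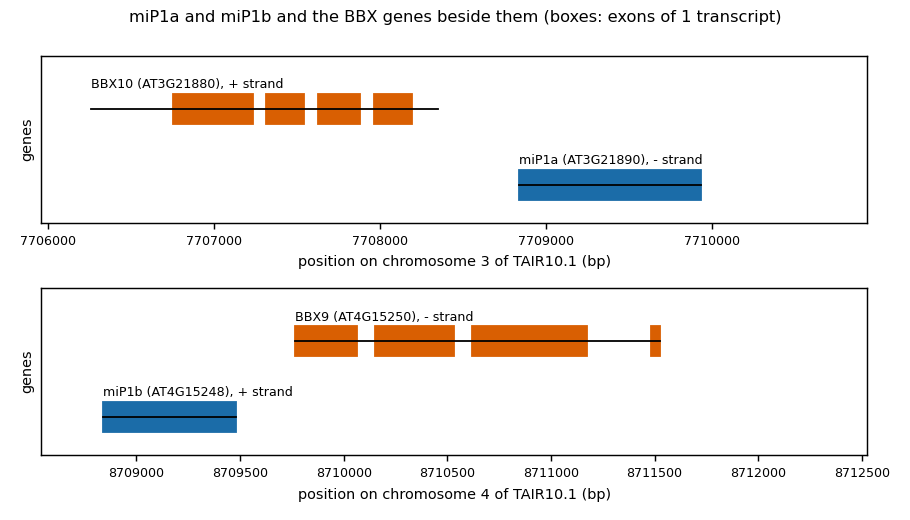
Map of *miP1a* with *BBX10* on chromosome 3 and of *miP1b* with *BBX9* on chromosome 4, with positions in bp of TAIR10.1 on the x axis and exons of 1 transcript as boxes. The genes of a pair lie 486 bp and 284 bp apart on opposite strands.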

Interestingly, both microProtein genes are physically located in the direct vicinity of *COL* genes. These findings suggest that *miP1a/b* genes evolved during one of the genome-amplification events (whole genome duplication or tandem duplication), which enlarged the *COL* gene family (S3B Fig). Alignment of all COL B-Box domains with the B-Box domains of miP1a/b reveals that miP1a/b have one full B-Box domain and remnants of a second B-Box-domain (S3C and S3E Fig). Using structural modeling, we modeled the three-dimensional protein conformation of CO, COL6 and miP1a. These structures suggest that COL6 is more distant to CO and miP1a, which when superimposed show high degrees of structural similarities in the first B-Box domain (S3D Fig). An alignment of all COL proteins and miP1a/b further corroborates this finding and shows that critical cysteine and histidine residues of the second B-Box are also conserved in miP1a/b. These findings point towards a role of miP1a/b as potential interaction partners of COL proteins.

Based on the structure of the B-Box domains of both miP1a/b and CO, we postulated that miP1a/b function by forming heterodimeric complexes, that sequester CO/CO-like (COL) proteins into non-functional complexes. To test whether CO physically interacts with miP1a/b, we performed directed yeast-two-hybrid studies. The coding sequences of CO and the B-Boxes of CO were fused in frame to the Gal4-activation domain (AD; pGADT7) and used as prey. The prey proteins were tested in yeast against the empty pGBKT7 vector expressing the Gal4-DNA binding domain (BD) and in frame fusions of miP1a, miP1b and miP1a*, miP1a* being a protein in which all cysteine and histidine residues of the B-Box were mutated to alanine to prevent dimerization. We observed that CO and the CO B-Box-domain are able to interact with both miP1a and miP1b in yeast (Fig 1A). As predicted, no interaction was observed with the miP1a* protein, confirming that an intact zinc finger B-Box is essential for this interaction.

**Fig 1:**
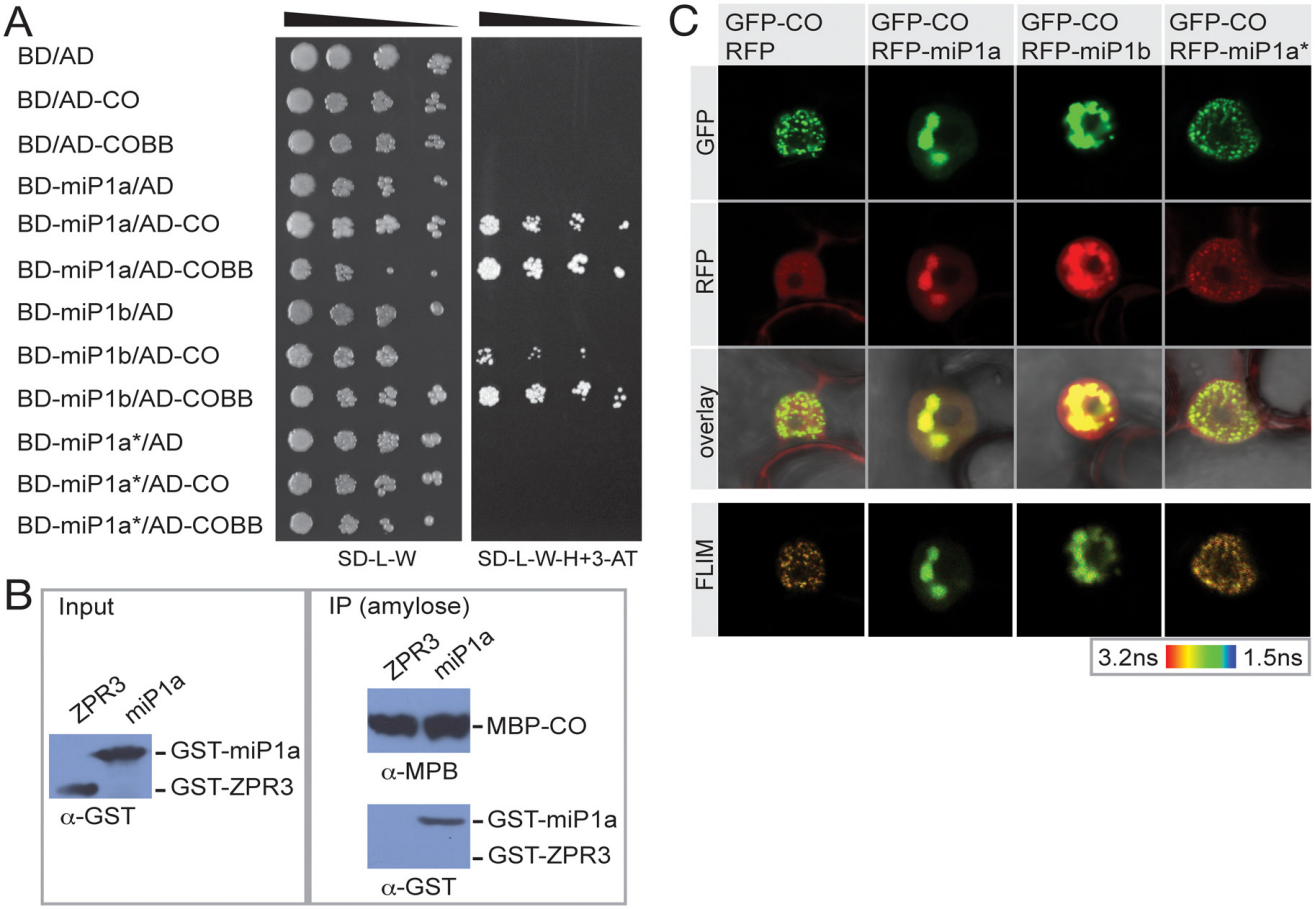
The miP1a/b microProteins physically interact with CONSTANS via the B-Box domain. (***A***) Yeast-two-hybrid interactions were tested by transforming fusions of either CO or the CO B-Box domain (CO_BB_) to the Gal4 activation domain (AD) and fusions of miP1a/b/a* to the Gal4 binding domain (BD). Growth of serial dilutions on non-selective SD-medium lacking leucine and tryptophan (-L/-W) show normal yeast growth. Only positive interactors are able to grow on restrictive growth medium supplemented with 10mM 3-Aminotriazole (3-AT) and lacking histidine. (***B***) *In vitro* pull-down experiments. Recombinant MBP-CO, GST-miP1a and GST-ZPR3 proteins were produced in *E*. *coli*. After lysis, cell extracts of either MBP-CO and GST-ZPR3 or MBP-CO and GST-miP1b were mixed and incubated with magnetic amylose beads (NEB). MBP-CO complexes were precipitated and washed using a magnetic stand, eluted by boiling in SDS-loading buffer and separated by SDS-PAGE. Proteins were detected by immunoblotting. (***C***) Transient co-expression of fluorescently labeled proteins in *Nicotiana benthamiana* leaves. GFP:CO localizes to sub-nuclear speckles and in the case of co-transformation with RFP:miP1a and RFP:miP1b, co-localization in speckles is observed. FLIM images show significant changes in the life-time of GFP when functional microProteins are co-transformed. GFP life-times of co-transformations of RFP:miP1a* resemble the RFP controls.

To verify that the interactions of miP1a/b with CO, which were initially observed in yeast, can also occur in a different system, we tested if miP1a and CO expressed and purified from *E*. *coli* cells, can be co-immunoprecipitated. We expressed fusions of CO to the maltose binding protein (MBP) and fusions of miP1a to the glutathion-S-transferase tag (GST). As a negative control we fused the LITTLE ZIPPER3 (ZPR3) protein, a small leucine-zipper microProtein to GST-tag. All fusion proteins were expressed under the inducible T7 promoter in *E*. *coli* BL21 cells. After cell lysis, soluble protein fractions of either GST-miP1a and MBP-CO or GST-ZPR3 and MBP-CO were mixed and incubated with amylose-coated magnetic beads. After precipitation and washing, immune complexes were released by boiling in SDS-loading buffer and separated by SDS-PAGE. CO was able to physically interact with the miP1a microProtein (Fig 1B) whereas no binding of GST-ZPR3 to MBP-CO was observed (Fig 1B). This further supports the idea that miP1-type microProteins act by binding to the CO protein and that this binding does not require other accessory proteins.

Potential inhibition of CO by miP1a/b could either be as a result of preventing the CO protein from entering the nucleus, or by attenuating DNA-binding of CO. To determine if miP1a/b can retain CO in the cytoplasm, we transiently co-transformed tobacco leaves with fusions of CO to the green fluorescent protein (GFP) and fusions of miP1a, miP1b and miP1a* to the red fluorescent protein (RFP). We observe that both miP1a and CO and miP1b and CO co-localize in the same sub-nuclear structures (Fig 1C). Little fluorescence is observed in the cytoplasm, excluding the possibility that miP1a/b act by preventing nuclear import of CO. To test whether CO and miP1a/b also physically interact *in planta*, we performed FRET/FLIM experiments and detected significant lifetime changes of the GFP fluorophore in the speckles in which CO and miP1a/b co-localize (Fig 1C and S4 Fig). No significant lifetime changes were observed in nuclei co-expressing free RFP or RFP-miP1a*. Taken together, these results demonstrate that miP1a/b and CO are able to physically interact *in planta* through their B-Box domains and that these interactions do not inhibit nuclear localization of CO.

### Overexpression of either miP1a or miP1b delays flowering under inductive long day conditions

To experimentally test the hypothesis that overexpression of miP1-type microProteins would have a dominant-negative effect on its predicted target CO we overexpressed the *miP1a* and *miP1b* genes. The coding sequences of miP1a/b were isolated by PCR and recombined in the pJAN33 vector [26] harboring a tandem-*CaMV35S* promoter for high-level ectopic overexpression. For each construct (*pJAN33-miP1a* and *pJAN33-miP1b*), we isolated (15 and 25 respectively) individual T1 transgenic lines that showed resistance to the herbicide BASTA respectively. The majority (about 80%) of the recovered transgenic plants showed severely delayed flowering when grown in long day conditions. To exclude an effect of the herbicide BASTA, we selected three independent homozygote transgenic lines and tested the flowering behavior under controlled inductive long day conditions. This analysis revealed that the transition to flowering of transgenic microProtein-overexpression plants is extremely compromised under inductive long-day condition when compared to wild type Col-0 plants (Fig 2A and 2B). Interestingly, the *CO* locus produces an alternatively spliced transcript, which could potentially produce a protein with only the B-Box domains. Overexpression of this CO splice variant (CO_BB_) resulted in a similar late flowering phenotype. Furthermore, overexpression of *miP1a/b* and *CO*_*BB*_ caused a severe decrease in the levels of *FT* mRNA in leaves of long day grown plants (Fig 2C), explaining the molecular nature of the observed late flowering phenotypes. Phenotypically and molecularly, *miP1a/b* overexpression plants strongly resemble plants carrying loss-of-function mutations in either the *CO* or *FT* gene. These findings support our predictions and indicate that ectopic expression of miP1-type microProteins renders CO non-functional, resulting in attenuation of *FT* expression, which seems causal for the observed late flowering phenotypes. Overexpression of the mutant miP1a* protein does not cause an alteration in the flowering behavior of transgenic plants (S5 Fig), indicating that a functional zinc-finger B-Box domain is required for the observed late flowering phenotype of miP1a. Overexpression of CO_BB_, miP1a or miP1b did also not cause flowering time changes when transgenic plants were grown under short day conditions (S6 Fig). Since CO is inactive in short days, our findings suggest that the most likely mode of miP1a/b action is rendering CO inactive in long day conditions and further suggest that miP1a/b affect CO and not other flowering-promoting factors. Further support that miP1a/b act through CO is provided by the finding that ectopic application of the flowering promoting hormone gibberellic acid (GA) induces flowering in *mip1a/b-OX* transgenic plants to the same extend as in *co* mutant plants (S7 Fig). These findings indicate that the two microProteins do not affect the autonomous regulatory pathway and other meristem factors that can be induced by GA [27].

**Fig 2:**
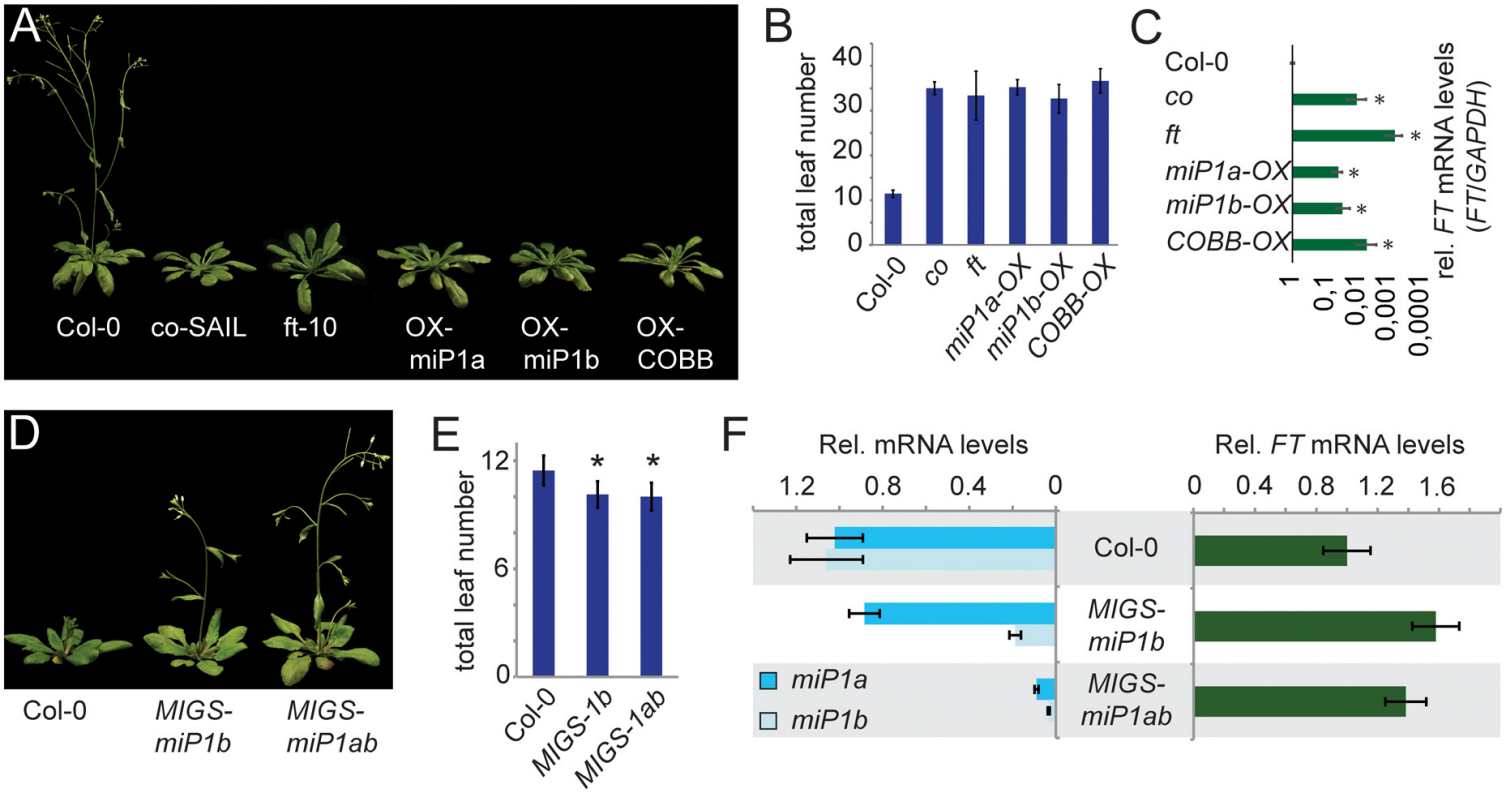
Transgenic plants with elevated microProtein levels are late flowering under inductive long day conditions owing to decreased levels of *FT* expression. (***A***) Image of representative late flowering *co*, *ft*, *35S*::*miP1a*, *35S*::*miP1b* and *35S*::*CO*_*BB*_ plants compared to a Col-0 wild type plant of the same age. (***B***) Quantification of flowering in long day conditions by counting the number of leaves produced at bolting. Error bars represent the standard deviation. (***C***) Quantification of transcript levels by qRT-PCR shows that *FT* expression levels in all late flowering plants are severely reduced compared to wild type Col-0 plants. Asterisk p<0.001. (***D***) Image of representative early flowering *35S*::*MIGSmiP1b* and *35S*::*MIGSmiP1ab* transgenic plants compared to a Col-0 wild type plant of the same age. (***E***) Quantification of flowering in long day conditions by counting the number of leaves produced at bolting. Error bars represent the standard error. Asterisk p<0.01. (***F***) Quantification of transcript levels by qRT-PCR shows that *miP1b* mRNA expression levels are significantly reduced in *35S*::*MIGS-miP1b* transgenic plants while *FT* mRNA levels are slightly increased. In *35S*::*MIGS-miP1ab* transgenic plants expression levels of both miP1 and miP1b mRNA are strongly reduced compared to Col-0 wild type plants while *FT* mRNA levels are slightly increased.

Finally, *co* loss-of function mutants with ectopic *miP1a* expression (*co miP1a-OX*) are indistinguishable from either *miP1a-OX* or *co* mutant plants in their flowering behavior (S8 Fig), implying that CO is required for the flower attenuating effect of miP1a and that miP1a/b do not function by controlling other pathways.

### Specificity of the interaction of miP1a/b with CONSTANS

Both miP1a and miP1b proteins have a B-Box zinc finger domain allowing them to interact with CONSTANS and potentially with the many other proteins containing a similar B-Box domain (B-Box proteins, BBX proteins). To further investigate the possible use of B-Box proteins as modulators of flowering time, we overexpressed B-Box proteins of group II (COL9), group III (COL16) and group IV (STO); we also included artificial microProtein versions (COL9miP, COL16miP, STOmiP) encoding only the respective B-Box domains. The initial analysis of T1 transgenic plants revealed that none of these transgenic lines was able to significantly promote or delay the floral transition (S9 Fig).

We have also attempted to study the effect of lost *miP1a/b* activity using available T-DNA insertion lines and transgenic plants overexpressing artificial microRNAs. Owing to the small size of genes encoding microProteins, T-DNA insertions in microProtein genes are more infrequent compared to larger genes. We have characterized the only available T-DNA insertion line in the *miP1a* gene (GABI-KAT line *288G08*). This line however did not show a reduction or loss of *miP1a* mRNA levels but had slightly increased levels of miP1a expression; flowering time was comparable to wild type plants (S10A and S10B Fig). Transgenic plants overexpressing artificial microRNAs targeting both *miP1a* and *miP1b* also neither showed a mutant phenotype nor were *miP1a/b* mRNA levels substantially decreased (S10C Fig).

To study the flowering behavior of plants with reduced *miP1a/b* mRNA levels we used the microRNA-induced gene silencing (MIGS) technology [28] and overexpressed the sequences encoding the miP1a/b-specific carboxy terminal regions (for *MIGS-miP1a* and *MIGS-miP1b*) or the full-length coding sequences of both *miP1a* and *miP1b* fused to a *miR173*-binding site (for *MIGS-miP1ab*). These fusion constructs are recognized by *miR173*, which elicits the production of trans-acting siRNAs (*tasi-RNAs*) that target then either *miP1a* or *miP1b* alone or *miP1a* and *miP1b* mRNA simultaneously. In total we were able to recover two transgenic plants overexpressing a *miP1a-MIGS* construct and ten transgenic plants overexpressing a *miP1b-MIGS* construct. Both *miP1a-MIGS* transgenic plants exhibited wild type flowering behavior whereas six out of ten *miP1b-MIGS* were slightly early flowering. Because this flowering time phenotype was weak, we performed a double-blind flowering time study of progeny plants of one representative line in long day conditions. In this experiment *miP1b-MIGS* transgenic plants flowered slightly but significantly earlier compared to Col-0 wild type plants (Fig 2D and 2E). In addition, we also found *miP1b* mRNA levels to be significantly reduced and *FT* mRNA to be slightly increased in expression (Fig 2F). It is interesting to note that *miP1a* expression is not significantly affected by overexpression of the *MIGS-miP1b* construct, suggesting that there is little cross-reactivity of the *tasiRNAs*. In addition to *MIGS-miP1b* transgenic plants, we also generated transgenic *MIGS-miP1a/b* plants by overexpressing their respective coding sequences fused to the *miR173* target sequence. *MIGS-miP1a/b* transgenic plants also exhibited an early flowering phenotype under long day conditions; had strongly reduced levels of both *miP1a* and *miP1b* and slightly increased levels of *FT* mRNA. These findings suggest that miP1b, and maybe to a lesser extend miP1a, play a role in the CO-mediated long-day flowering-promotion pathway.

Besides flowering time control B-Box proteins have been described to control other developmental and adaptive growth processes. For example when overexpressed, STO can e.g. promote root growth in high salt conditions [29]. Using the same growth conditions, we tested whether besides flowering time control miP1a/b might have additional roles when ectopically expressed. In response to high salt concentrations neither *miP1a* nor *miP1b* had a significant effect on root elongation growth when overexpressed (S11 Fig) supporting the idea that the major role of miP1a/b seems to be flowering time control.

### The diurnal pattern of *miP1a/b* mRNA expression partially coincides with *CO* mRNA expression peaks

The abundance of *CO* mRNA is regulated by GIGANTEA and exhibits a diurnal expression pattern with a peak of expression occurring 16 hours after dawn both in long and short day conditions [10]. Following the peak of *CO* mRNA, *FT* mRNA expression also increases, which is causal for the early flowering phenotypes of Col-0 wild type plants in long day conditions (Fig 3A). Under short day conditions only *CO* mRNA shows a cyclic expression pattern, while *FT* mRNA is not induced (Fig 3B). When *miP1a* is ectopically expressed at high levels, *CO* mRNA abundance remains largely unchanged while the expression levels of *FT* mRNA lack the typical peak in expression at the end of the long day (Fig 3C and 3D). High ectopic expression of *miP1b* also caused changes to the circadian expression profile of *CO* mRNA and the peak towards the end of the light period was absent (Fig 3E and 3F). However, ectopic expression of either *miP1a* or *miP1b* resulted in non-cyclic *FT* expression in response to long day conditions, which supports the late flowering phenotype of the respective transgenic plants.

**Fig 3:**
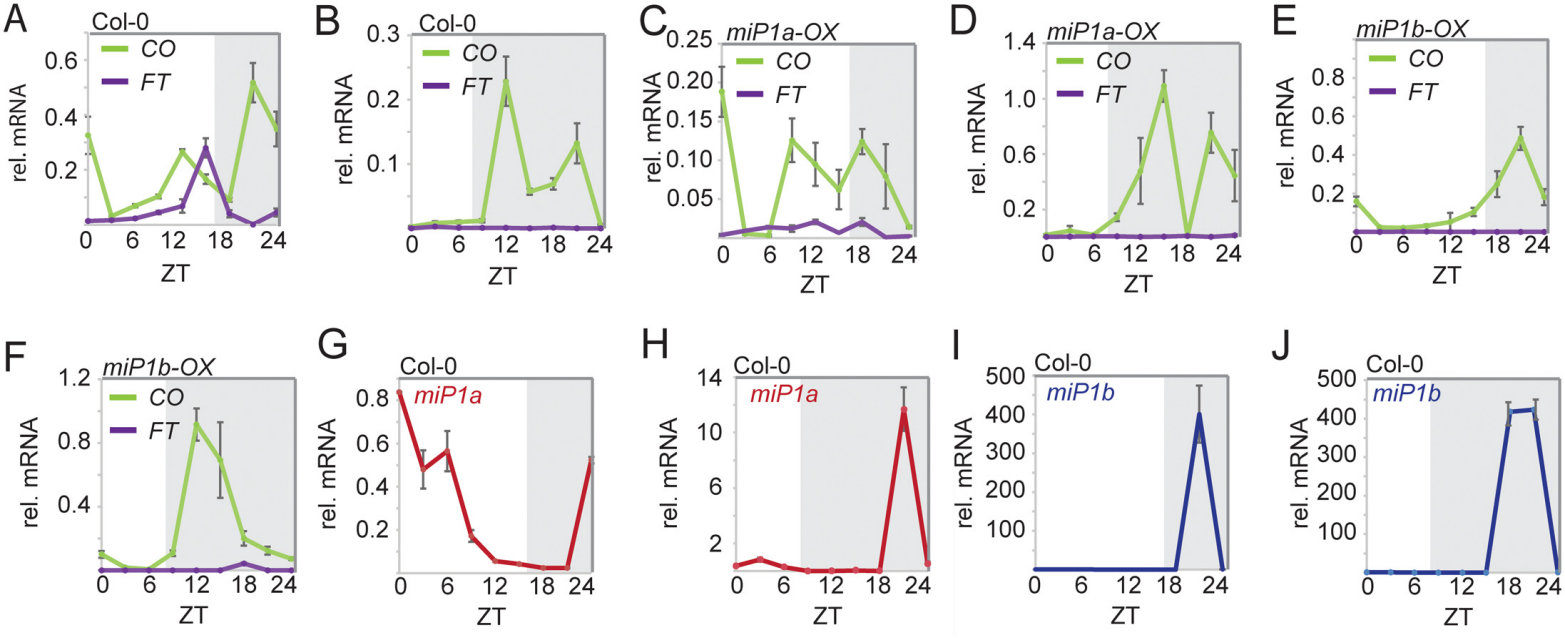
Diurnal expression profiles of *CO*, *FT*, *miP1a* and *miP1b*. Quantitative RT-PCR analysis of *CO* and *FT* (***A-F***), *miP1a* (***G*,*H***) and *miP1b* (**I,J**). Plants were grown in 16-hour long days (***A*, *C*, *E*, *G*, *H***) or 8-hour short day conditions (***B*, *D*, *F*, *H*, *J***). Samples were harvested every 3 h over a time period of 24 h. Expression levels are relative to *GAPDH* and the error bars represent the standard deviation of four technical replicates. (***A*,*B***) *CO* and *FT* expression in Col-0 wild type plants. (***C*,*D***) *CO* and *FT* expression in transgenic *35S*::*FLAG-miP1a* plants. (***E*,*F***) *CO* and *FT* expression in transgenic *35S*::*FLAG-miP1b* plants. (***G*,*H***) Expression profile of *miP1a* in LD and SD. (***I*,*J***) Expression profile of *miP1b* in LD and SD.

To test whether *miP1a/b* exhibit diurnal mRNA expression profiles similar to that of *CO*, we tested their expression by qRT-PCR. We detected diurnal patterns of expression for the mRNAs of both microProtein genes with a maximum expression towards the end of the 24-hour period (Fig 3G–3K). The *miP1a* mRNA also showed a second peak of expression in the early time points of long days (Fig 3G). It is also interesting to note that *miP1a* mRNA levels are higher in short days compared to long days. The expression pattern of *miP1b* is highly reminiscent of the *CO* diurnal mRNA profile under both short and long days (Fig 3I and 3K).

Taken together, we demonstrated that both microProtein genes show diurnal mRNA expression profiles with expression maxima coinciding with elevated levels of *CO* mRNA. When *miP1a/b* are overexpressed *CO* mRNA remains largely unchanged while *FT* mRNA is no longer up-regulated towards the end of the long day photoperiod. This finding supports the idea that CO protein activity is affected when miP1a/b are ectopically high.

### Overexpression of *miP1a* in transgenic plants ectopically expressing *CO* alters flowering time

To assess whether miP1a/b have the potential to inhibit CO activity in transgenic plants overexpressing CO in the vasculature, we crossed very early flowering *SUC2*::*CO* plants with late flowering *35S*::*miP1a* plants. Progeny plants carrying both transgenes show an intermediate flowering behavior when compared to wild type and *SUC2*::*CO* plants (Fig 4A and 4B). This delay in flowering is not due to an effect on the levels of *CO* expression (Fig 4C). However, *FT* levels are significantly lower in *SUC2*::*CO 35S*::*miP1a* plants compared to *SUC2*::*CO* plants explaining the intermediate flowering phenotype (Fig 4D). When compared to wild type plants, the levels of *FT* expression in *SUC2*::*CO 35S*::*miP1a* plants are still strongly induced (around 50-fold). This can be explained by the fact that the *SUC2* promoter is much stronger in the phloem companion cells than the *35S* promoter and thus CO is more abundant causing *SUC2*::*CO 35S*::*miP1a* plants to flower earlier than the wild type.

**Fig 4:**
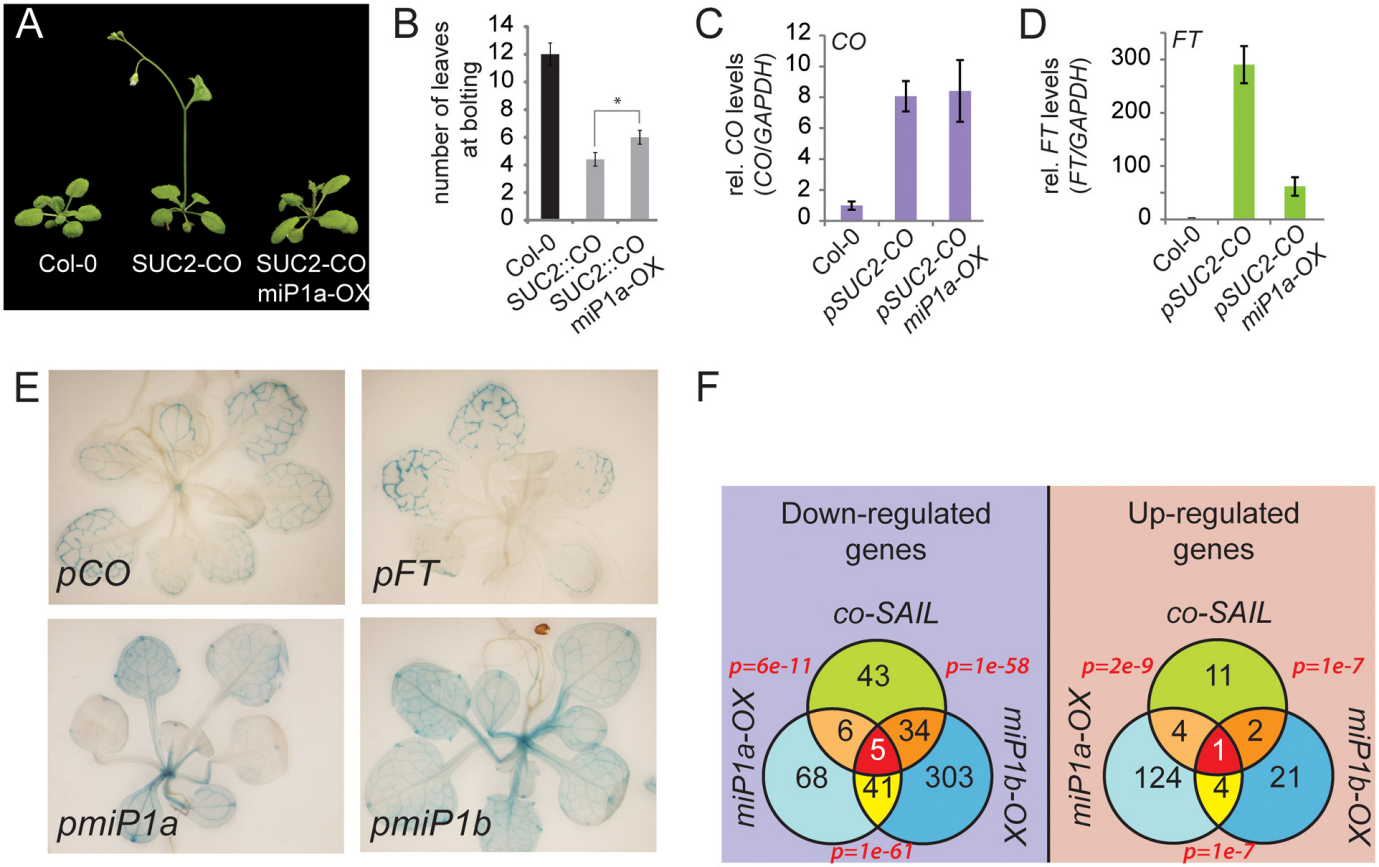
Genetic interaction studies reveal that miP1a/b control CO protein activity, have the same spatial expression pattern and are feedback-regulated via the photoperiodic flowering time pathway. (***A***) Image of representative Col-0 wild type, *SUC2*::*CO* and *SUC2*::*CO 35S*::*miP1a* plants of the same age. (***B***) Quantification of flowering in long day conditions by counting the number of leaves produced at bolting. Asterisk p<0.001. (*c*, *d*) Quantification of transcript levels of (***C***) *CO* and (***D***) *FT* by qRT-PCR shows that *CO* expression levels are up-regulated in both *SUC2*::*CO* and *SUC2*::*CO 35S-miP1a* plants but *FT* levels are higher in *SUC2*::*CO* compared to *SUC2*::*CO 35S-miP1a*. (***E***) Spatial expression pattern of *CO*, *FT* and *miP1a* and *miP1b* reveals that all genes are expressed in vascular tissue of vegetative rosette leaves. (***F***) Comparison of the transcriptomes of *co-SAIL*, *35S*::*FLAG-miP1a* and *35S*::*FLAG-miP1b* relative to Col-0 wild type plants. Venn diagrams showing overlap between up- and down-regulated genes; p-values are based on the hypergeometric distribution function (phyper using R 3.2.2).

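At the paper's minimum fold change of 4 and FDR below 0.001, the authors' deposited tables list 43 down-regulated and 11 up-regulated genes in *co-SAIL*, 68 and 124 in *35S::FLAG-miP1a*, and 303 and 21 in *35S::FLAG-miP1b*. As a ratio, the list of genes up-regulated in *35S::FLAG-miP1b* changed most among the alternatives other than the dispersion, to 112 genes at a minimum fold change of 2. With p-values recomputed at a dispersion of 0.16, a setting chosen after the data were examined, the list of genes down-regulated in *co-SAIL* fell to 3 genes. The lists of *co-SAIL* and *35S::FLAG-miP1a* share 6 down-regulated genes, which is 14.0% of the *co-SAIL* list, where 0.133 genes would be shared by chance. The probability of at least this overlap was 3.9e-09 in a one-sided hypergeometric test, equal to Fisher's exact test, on the 21960 genes of the tables, and 7.8e-09 after Benjamini-Hochberg adjustment over the 6 pairs of lists. Among up-regulated genes, *co-SAIL* shares 4 of its 11 genes with *35S::FLAG-miP1a* (adjusted p = 4.6e-07, Fisher's exact test) and 2 of them with *35S::FLAG-miP1b* (adjusted p = 4.8e-05). The *35S::FLAG-miP1b* list shares 4 of its 21 up-regulated genes with *35S::FLAG-miP1a* (adjusted p = 6.5e-06, Fisher's exact test). Counted exclusively, 8 down-regulated genes belong to *co-SAIL* alone, 26 to *35S::FLAG-miP1a* alone and 233 to *35S::FLAG-miP1b* alone. The regions shared by exactly 1 pair hold 1 gene for *co-SAIL* and *35S::FLAG-miP1a*, 29 for *co-SAIL* and *35S::FLAG-miP1b*, and 36 for *35S::FLAG-miP1a* and *35S::FLAG-miP1b*. A total of 338 genes are down-regulated and 147 are up-regulated in at least 1 genotype. All 3 comparisons use the same Col-0 libraries, which the hypergeometric test does not take into account. In 20 simulations of unchanged genotypes with these common libraries, up-regulated lists of the observed sizes, taken by likelihood ratio, shared on average 25.5% (at most 45.5%) for *co-SAIL* and *35S::FLAG-miP1a*, 10.9% (at most 27.3%) for *co-SAIL* and *35S::FLAG-miP1b*, and 19.0% (at most 28.6%) for *35S::FLAG-miP1b* and *35S::FLAG-miP1a*. The observed shares of 36.4%, 18.2% and 19.0% lie inside these ranges, although 0 genes of the shorter lists passed both thresholds in the simulations. The down-regulated lists of *co-SAIL* and *35S::FLAG-miP1a* shared at most 11.6%, and at most 18.6% with a dispersion of 0.04, so their observed share lies above the former and inside the latter.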

### The microProteins *miP1a/b* are expressed in the vasculature of leaves

Analysis of the spatial expression patterns of both *CO* and *FT* revealed that they are expressed in the vasculature of leaves [30]. Expression of both genes in vascular cells is also sufficient to trigger the transition to flowering [13]. We attempted to investigate the spatial expression patterns of miP1-type microProteins. Expression analysis of *miP1a* and *miP1b* in transgenic plants expressing a genomic fragment of either *miP1a* or *miP1b* fused to the beta-glucuronidase gene (GUS), revealed that both microProteins have a broader and more patchy pattern of expression compared to *CO* but are also predominantly expressed in vascular tissue (Fig 4E) of leaves, the tissue where CO is acting to regulate photoperiod-dependent flowering.

In addition to the expression in leaves we also detected GUS expression for both *miP1a/b* in petioles of leaves where *CO* does not seem to be expressed. It is interesting to note that both microProtein genes are highly abundant in the shoot apical meristem, where *CO* also seems to be expressed.

The finding that *miP1a/b* are co-expressed in vascular tissue and have the ability to interact with CO, supports a regulatory role. Furthermore, when ectopically expressed in the phloem companion cells, *SUC2*::*miP1a* can also strongly delay the floral transition indicating that miP1a is functional in the phloem and that CO is likely the major target of miP1a (S12 Fig).

### Identification of transcripts affected by CO inactivation

To further corroborate the idea that the predominant function of miP1a/b is to regulate CO protein activity, we characterized transcriptomes of Col-0 wild type, *co* mutants (*co-SAIL*) and the transgenic plants overexpressing *miP1a* and *miP1b* using RNA-Seq (see S1 Data). 

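Total RNA from leaves of 4-week-old plants grown in long days of 16 h light was sequenced as 2 libraries for each of the 4 genotypes. The authors mapped the reads to TAIR10, counted them per gene and compared each genotype with Col-0 in edgeR. For 21960 genes, their tables give the log2 fold change, the mean abundance over all 8 libraries, a likelihood ratio with its p-value, and the Benjamini-Hochberg FDR. The tables express changes as Col-0 over the genotype, and the sign is turned here so that a gene lower in the genotype has a negative value. Values per library were not used here, so no spread between replicates is given. The description of the series calls the 2 libraries of a genotype technical replicates, whereas the methods speak of 2 samples per plant type. If the former is right, each genotype is represented by 1 pool of plants.

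Reads per gene and genotype, summed over both libraries, were recovered from the fold changes and mean abundances. Genes with a single read in total gave the effective number of reads, which was 34516818 reads for Col-0, 31602036 for *co-SAIL*, 33514627 for *35S::FLAG-miP1a* and 35786886 for *35S::FLAG-miP1b*. Of the recovered values of the 2773 genes with fewer than 20 reads in total, 100% lay within 0.1 of a whole number, and for the 2751 genes with 100 to 500 reads 44.5% did. Standard errors of log2 changes combine counting error and the dispersion that the authors' p-values rest on. A group with 3 or fewer reads was treated as being at the detection limit, which is 0.0869 CPM in Col-0, and a change against such a group was computed with 3 reads, which makes it a bound where there were fewer. Tests on these reads compare the sequenced libraries and do not cover variation between plants beyond that dispersion. The overexpressed genes could be seen in the libraries. *miP1a* (AT3G21890) had 24 reads in Col-0 and 125301 in *35S::FLAG-miP1a*, a log2 change of 12.38 (standard error 0.34). *miP1b* (AT4G15248) had 3 reads in Col-0 and 35460 in *35S::FLAG-miP1b*, which is 11400-fold higher, with Col-0 at the detection limit.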

The downregulated-transcriptomes of *35S*::*FLAG-miP1a* and *35S*::*FLAG-miP1b* have a 60% overlap which is quite substantial but not surprising. 

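Of the 68 genes down-regulated in *35S::FLAG-miP1a*, 41 (60.3%) are also down-regulated in *35S::FLAG-miP1b*, which is 13.5% of the 303 genes on that list. By chance 0.938 genes would be shared (one-sided Fisher's exact test, p = 1.6e-59, adjusted over the 6 pairs of lists 9.8e-59). At an FDR below 0.05 in place of 0.001 the share was 44.3% of 167 genes, the lowest value among the alternatives. Because both comparisons use the same Col-0 libraries, unchanged genotypes were simulated 20 times with the dispersion of the authors' fit. In these simulations the 68 and 303 decreased genes with the highest likelihood ratio shared on average 18.4% of the shorter list, with a maximum of 23.5%. With a dispersion of 0.04 the maximum was 32.4%. The median log2 change of the 41 genes was -2.74 in *35S::FLAG-miP1a* and -3.31 in *35S::FLAG-miP1b*, with 3 reads put in place of 3 or fewer. In the libraries labelled *co-SAIL* it was -0.71, and 34 of the 41 genes were below Col-0. Of the 41 genes, 26 have a mean abundance below 1 CPM, and 9 had 3 or fewer reads in both overexpression lines.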

Interestingly, around 80% of the genes down-regulated in the *co* mutant background (relative to Col-0) are also down-regulated in the transgenic *35S*::*FLAG-miP1b* plants (Fig 4F) supporting the idea that CO protein activity is strongly compromised by miP1b-overexpression. 

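Of the 43 genes down-regulated in the libraries labelled *co-SAIL*, 34 (79.1%) are also down-regulated in *35S::FLAG-miP1b*. The same 34 genes make up 11.2% of the *35S::FLAG-miP1b* list. The number expected by chance is 0.593 (one-sided Fisher's exact test, p = 4.3e-56, adjusted 1.3e-55). In the simulations of unchanged genotypes with common Col-0 libraries, the 43 and 303 decreased genes with the highest likelihood ratio shared 17.1% on average and at most 25.6%. The maximum was 34.9% with a dispersion of 0.04 and 30.2% with 0.16. The share was 65.5% at an FDR below 0.05 and 91.3% for the genes with at least 1 CPM. With p-values recomputed at a dispersion of 0.16, only 3 genes of *co-SAIL* were called, and 1 of them was shared (33.3%). The median log2 change of the 34 genes was -2.52 in *co-SAIL* and -3.43 in *35S::FLAG-miP1b*. In *35S::FLAG-miP1a* it was -0.55 (95% bootstrap interval over genes -1.62 to -0.06). There, 18 of the 34 genes were within 2-fold of Col-0, 6 were at least 4-fold lower, and 11 were above Col-0. The 9 remaining genes of the *co-SAIL* list had a median of -0.85 in *35S::FLAG-miP1b*. *CO* mRNA was not lower in the libraries labelled *co-SAIL* than in Col-0. With 1 value per gene, this does not show whether the transcript or protein is intact there, and *FT* fell from 333 to 19 reads. The paper counts the overlap of the 2 lists as support for a strong loss of CO protein activity under overexpression of miP1b. It bases that idea also on its interaction assays, flowering times and *FT* measurements.

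**Figure D2:**
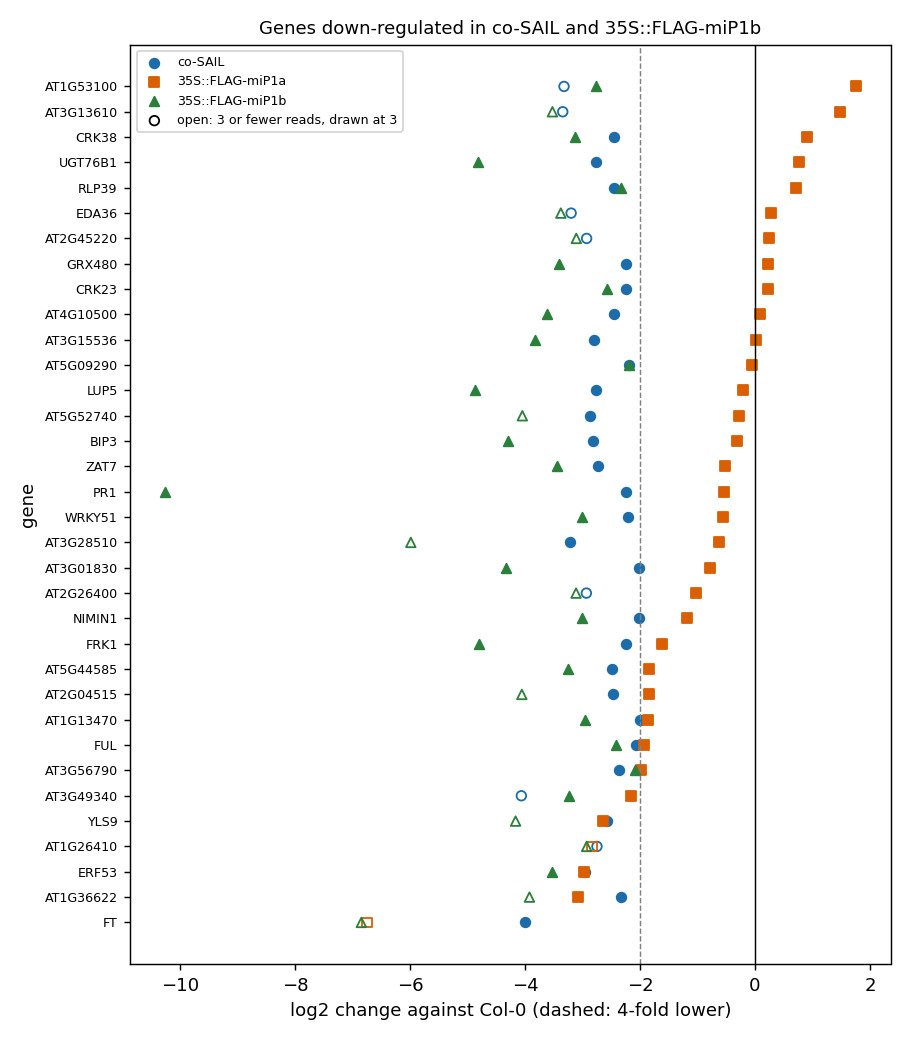
log2 change against Col-0 on the x axis for each of the 34 genes down-regulated in both *co-SAIL* and *35S::FLAG-miP1b* on the y axis, ordered by their change in *35S::FLAG-miP1a*. Open symbols stand for 3 or fewer reads in the genotype and are drawn at 3 reads. In *35S::FLAG-miP1a* 11 of the genes lie above 0.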

To validate the observation that differentially expressed genes identified by mRNA-Seq are truly altered in expression, we performed individual qRT-PCRs to test expression of five candidate genes (S13 Fig). These RT-PCRs largely confirm the RNA-Seq results. 

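Past both thresholds, 5 genes are down-regulated in all 3 genotypes. They are *FT*, *ERF53* (AT2G20880), *YLS9* (AT2G35980), AT1G36622 and AT3G49340. AT3G49340 lies on chromosome 3 of TAIR10.1 from 18293173 to 18294621. It had 55 reads in Col-0, 3 in the libraries labelled *co-SAIL*, 12 in *35S::FLAG-miP1a* and 6 in *35S::FLAG-miP1b*. Its log2 change was -2.15 (standard error 0.49) in *35S::FLAG-miP1a* and -3.24 (standard error 0.64) in *35S::FLAG-miP1b*, and it was 16.7-fold lower in *co-SAIL*, where it was at the detection limit. *ZAT7* (AT3G46090, chromosome 3 from 16925881 to 16926883) had 189 reads in Col-0. The log2 change was -2.74 (standard error 0.34) in *co-SAIL* and -3.45 (standard error 0.39) in *35S::FLAG-miP1b*, but -0.52 (standard error 0.23) in *35S::FLAG-miP1a*. The authors' deposited table gives an FDR of 0.149 for *ZAT7* in *35S::FLAG-miP1a*. A negative binomial likelihood ratio test between the 2 overexpression lines on the recovered reads gave an adjusted p of 4.8e-15, and of 0.00363 with a dispersion of 0.16. AT2G26400 had 25 reads in Col-0, 12 in *35S::FLAG-miP1a*, and 0 in both *co-SAIL* and *35S::FLAG-miP1b*, which is at least 7.63-fold and at least 8.64-fold lower.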

We find genes down-regulated in all three genotypes (e.g. *FUL* and *At3g49340*) but also genes whose expression is unchanged in *35S*::*FLAG-miP1a* but down-regulated in *co* mutants and *35S*::*FLAG-miP1b* (e.g. *ZAT7*) indicating that miP1a and miP1b might also have diverging functions. 

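*QQS* (AT3G30720) lies on chromosome 3 of TAIR10.1 from 12349047 to 12349933. The gene had 46 reads in Col-0 and 1269 in the libraries labelled *co-SAIL*, a log2 change of 4.91 (standard error 0.27). With 838 reads in *35S::FLAG-miP1b* the change was 4.13 (standard error 0.27). In *35S::FLAG-miP1a* there were 92 reads, a change of 1.05 (standard error 0.31), and the authors' deposited table gives an FDR of 0.0107 for it. The difference between *35S::FLAG-miP1a* and *35S::FLAG-miP1b* had an adjusted p of 5.5e-41 in the negative binomial test on the recovered reads. *COR15A* (AT2G42540), the gene with the next smallest p-value among those up-regulated in *co-SAIL*, rose by 3.06 (standard error 0.17). Its change was 1.32 in *35S::FLAG-miP1a* and 1.68 in *35S::FLAG-miP1b*.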

The same is true for genes up-regulated in the investigated genotypes (S13 Fig). In all three genotypes (*co*, *35S*::*FLAG-miP1a*, *35S*::*FLAG-miP1b*), the expression levels of *FT* are among the top down-regulated genes confirming that the late flowering phenotype of *35S*::*FLAG-miP1a* and *35S*::*FLAG-miP1b*, like in *co* mutants, is due to the failure of inducing *FT* expression. 

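*FT* (AT1G65480) lies on chromosome 1 of TAIR10.1 from 24331373 to 24333999. It had 333 reads in Col-0, 19 in the libraries labelled *co-SAIL*, 0 in *35S::FLAG-miP1a* and 1 in *35S::FLAG-miP1b*. The log2 change in *co-SAIL* was -4.00 (standard error 0.38). *FT* was at least 108-fold lower in *35S::FLAG-miP1a* and at least 115-fold lower in *35S::FLAG-miP1b*, with 3 reads in place of the observed reads. Ranked by fold change, *FT* was number 8 of the 43 down-regulated genes of *co-SAIL*, number 1 of the 68 of *35S::FLAG-miP1a* and number 13 of the 303 of *35S::FLAG-miP1b*. Several of the genes ranked above it had 3 or fewer reads in the genotype, so that their fold changes depend on the prior count. With all such genes at 3 reads, the ranks were 3, 1 and 3. Among genes with at least 1 CPM, they were 2, 1 and 4. The authors' deposited tables give *FT* an FDR of 3.6e-35 in *co-SAIL*, 5.7e-58 in *35S::FLAG-miP1a* and 6.3e-58 in *35S::FLAG-miP1b*. With a dispersion of 0.16 the recomputed FDR was 7.4e-05, 9.2e-14 and 1.1e-12, and *FT* was then the 1 gene still down-regulated in all 3 genotypes. *FT* was lower in *35S::FLAG-miP1a* than in *co-SAIL* (adjusted p = 1.4e-05 in the negative binomial test on the recovered reads, and 0.00541 with a dispersion of 0.16). For *35S::FLAG-miP1b* against *co-SAIL* these adjusted p-values were 2.3e-04 and 0.0557 in the same negative binomial test.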

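*FUL* (AT5G60910, chromosome 5 of TAIR10.1 from 24502434 to 24506269) had 83 reads in Col-0. It had 18 reads in the libraries labelled *co-SAIL*, a log2 change of -2.07 (standard error 0.41). With 21 reads in *35S::FLAG-miP1a* the change was -1.94 (standard error 0.39), a 3.82-fold decrease, and with 16 reads in *35S::FLAG-miP1b* it was -2.42 (standard error 0.43). The authors' deposited tables give FDR values of 6.2e-06, 6.0e-06 and 1.4e-08. In *35S::FLAG-miP1a* *FUL* is therefore past the FDR threshold but not past the minimum fold change of 4. A difference between *co-SAIL* and *35S::FLAG-miP1a* was not detected in the negative binomial test on the recovered reads (adjusted p = 0.954). With a dispersion of 0.16 the recomputed FDR was 0.561, 0.336 and 0.0501. *SOC1* (AT2G45660) was also lower in all 3 genotypes, with log2 changes of -1.20, -0.75 and -1.20 (standard error 0.18 each) for *co-SAIL*, *35S::FLAG-miP1a* and *35S::FLAG-miP1b*. None of these reached the minimum fold change of 4. With a dispersion of 0.04 the recomputed FDR in the negative binomial test was 0.0131, 0.197 and 0.00294. *SOC1* was then not past the FDR threshold in any genotype, nor with 0.16.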

Another flowering time gene found to be down-regulated in all three genotypes is *FRUITFUL* (*FUL*) which acts downstream of FT [31], further supporting the hypothesis that miP1a/b act by inhibiting CO activity. These findings are in agreement with unchanged *CO* mRNA levels in *miP1a/b* over-expression plants, which indicates that the inhibition of CO likely occurs at the post-translational level. 

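*CO* (AT5G15840, chromosome 5 of TAIR10.1 from 5170162 to 5173085) had 170 reads in Col-0, 177 in *35S::FLAG-miP1a* and 228 in *35S::FLAG-miP1b*. The log2 change was 0.10 (95% interval -0.34 to 0.55) in *35S::FLAG-miP1a* and 0.37 (95% interval -0.06 to 0.81) in *35S::FLAG-miP1b*. The authors' deposited tables give an FDR of 0.865 and 0.280. In the libraries labelled *co-SAIL*, *CO* had 176 reads, a log2 change of 0.17 (95% interval -0.27 to 0.62). A difference in *CO* mRNA from Col-0 was thus not detected in any genotype, and changes inside these intervals stay open. The paper gives no time of harvest for these leaves, so other times of day stay open too. In its time course by qRT-PCR, plants overexpressing *miP1b* lacked the *CO* peak late in the light period. For *co-SAIL*, the reads per gene do not show whether the transcript or protein is intact.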

We also analyzed genes up-regulated in *co*, *35S*::*FLAG-miP1a*, *35S*::*FLAG-miP1b* and found *MADS AFFECTING FLOWERING5* (*MAF5*) to be up-regulated in all three genotypes relative to Col-0 (Fig 4F). 

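*MAF5* (AT5G65080) lies on chromosome 5 of TAIR10.1 from 25997504 to 26002619, after *MAF2*, *MAF3* and *MAF4*. It had 17 reads in Col-0, 248 in the libraries labelled *co-SAIL*, 524 in *35S::FLAG-miP1a* and 97 in *35S::FLAG-miP1b*. The log2 change was 3.97 (standard error 0.40), 4.96 (standard error 0.39) and 2.43 (standard error 0.41). With a dispersion of 0.16 the FDR recomputed in the negative binomial test was 9.8e-05, 1.7e-08 and 0.0440. *MAF5* was then not past the FDR threshold in *35S::FLAG-miP1b*. The log2 change of *35S::FLAG-miP1b* against *35S::FLAG-miP1a* was -2.53 (adjusted p = 6.1e-27 in the negative binomial test on the recovered reads, and 0.00683 with a dispersion of 0.16). *MAF4* (AT5G65070), its neighbour, rose by 1.49 (standard error 0.26) in *co-SAIL* and by 1.10 (standard error 0.27) in *35S::FLAG-miP1a*, but had a change of 0.03 (standard error 0.29) in *35S::FLAG-miP1b*. Changes of *MAF2* and *MAF3* lay between -0.21 and 0.14. *FLC* (AT5G10140) rose by 1.38 (standard error 0.28) in *co-SAIL*, with changes of 0.50 and 0.74 (standard errors 0.30 and 0.29) in *35S::FLAG-miP1a* and *35S::FLAG-miP1b*. The changes of *MAF4* and *FLC* were below 4-fold. With a dispersion of 0.04 the FDR recomputed in the negative binomial test was 0.00504 and 0.0594 for *MAF4* in *co-SAIL* and *35S::FLAG-miP1a*, and 0.0229 for *FLC* in *co-SAIL*. None passed the FDR threshold with 0.04 or 0.16.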

MAF5 acts as a floral repressor that is strongly controlled epigenetically [32,33], which is in line with the late flowering phenotype observed in *co* loss-of-function and *miP1a/b* gain-of-function plants. Whether and how elevated *MAF5* mRNA levels contribute to the late flowering phenotype of *co* mutant plants is currently unknown.

### Phylogenetic analysis of miP1a/b-type microProteins in different plant genomes

To gain more information on how miP1a/b-type proteins have evolved, we used Phytozome [34] and extracted all miP1a/b-type related proteins from different species. The multiple sequence alignment of all species revealed that the first B-Box and the remnants of the second B-Box are highly conserved. Surprisingly, there is a very high conservation for the last five amino acids, constituting the PF(V/L)FL motif (Fig 5A and S14 Fig). Phylogenetic analysis revealed that miP1a/b-type proteins evolved in the *Pentapetalae* family of dicotyledonous plants. Using the last five amino acids as anchor, we find that the carboxy terminal motif of the most ancient miP1a/b-type proteins in the *Fabidae* family varies significantly (S15 and S16 Figs). In *Glycine max* for example, we find one protein with the sequence LSLLL that strongly resembles the LxLxL motif, which has been shown to mediate interactions with TOPLESS-related co-repressor proteins. It is interesting to note that the PFVFL motif that is found exclusively in the *Brassicaceae* family evolved by acquiring a single point mutation that changed the leucine in the middle position to a valine. Because of the high degree of conservation of the PF(V/L)FL motif, we can assume that it confers a biological activity to miP1a/b-type proteins. The finding that the ancestral motif strongly resembles a TOPLESS-interaction motif suggested to us that these small proteins might function by engaging with TOPLESS/TOPLESS-related co-repressor proteins.

**Fig 5:**
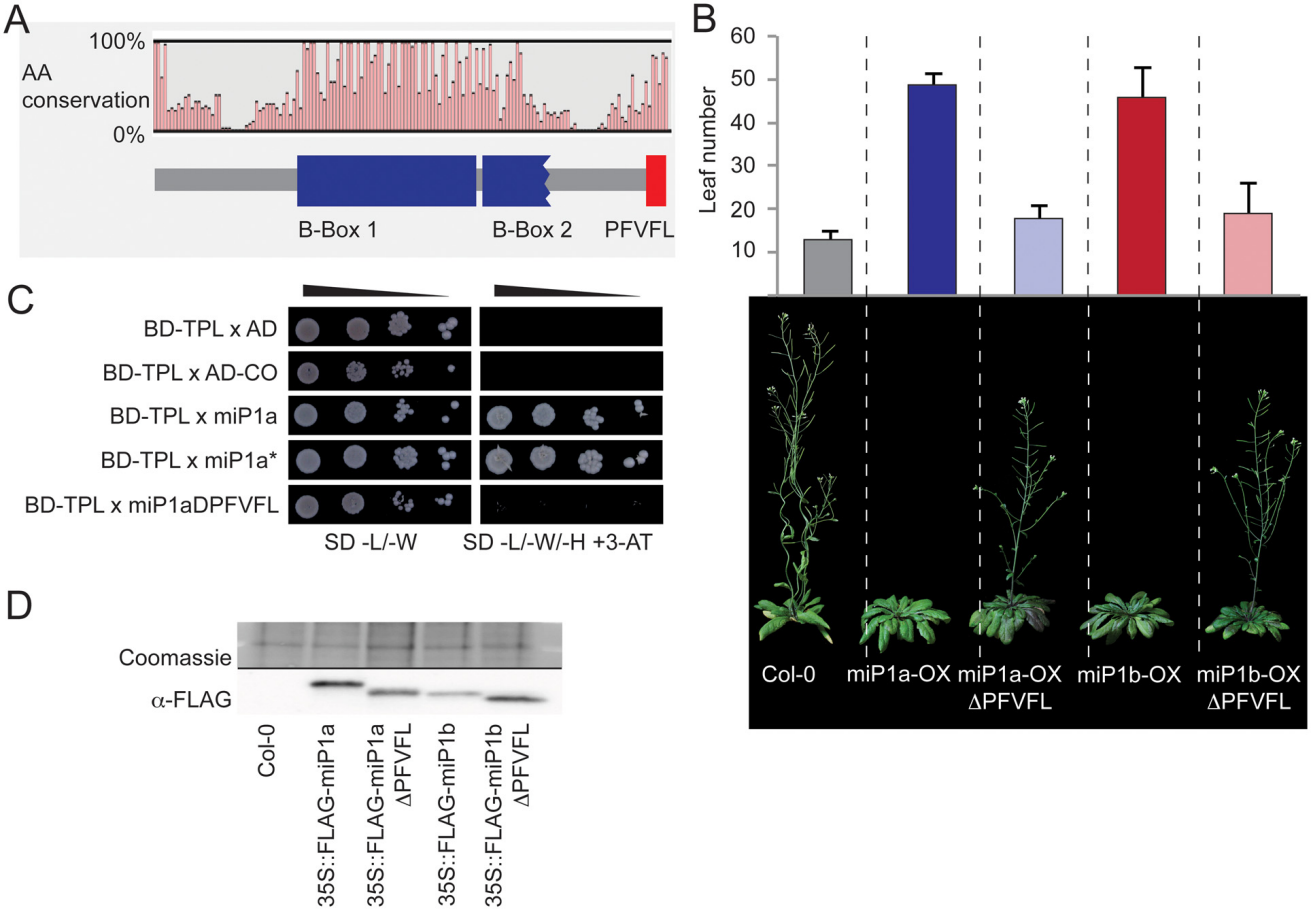
The microProteins miP1a/b interact with the TOPLESS co-repressor protein to repress flowering. (***A***) Summary of the multiple sequence alignment of miP1a/b proteins from different dicotyledonous species. Cartoon depicts the B-Box domains and the carboxyterminal PF(V/L)FL motif. (***B***) Upper panel: Quantification of flowering in long day conditions by counting the number of leaves produced at bolting. Plotted are average leaf numbers of at least 10 individual plants and error bars represent the standard deviation. Lower panel: Image of representative late flowering *35S*:*FLAG*:*miP1a* and *35S*::*FLAG*:*miP1b* transgenic plants compared to a Col-0 wild type plant of the same age and two lines of *35S*:*FLAG*:*miP1a*Δ*PFVFL* and *35S*::*FLAG*:*miP1b*Δ*PFVFL* showing an intermediate flowering behavior. (***C***) Yeast-two-hybrid interaction of miP1a with the TOPLESS co-repressor. Growth of serial dilutions on non-selective SD-medium lacking leucine and tryptophan (-L/-W) show normal yeast growth. Only positive interactors were able to grow on restrictive growth medium supplemented with 10mM 3-Aminotriazole (3-AT) and lacking histidine. (***D***) Western blot analysis of transgenic plants.

### MiP1a/b act by recruiting TOPLESS co-repressor proteins

The analysis of publicly available protein interactome data [35] further indicated that miP1a could potentially interact with TOPLESS/TOPLESS-RELATED co-repressor proteins. To test if miP1a/b type microProteins interact with TOPLESS (TPL), we performed direct yeast-two-hybrid interaction test. In this assay both miP1a and miP1*, the latter having mutations in the B-Box domain, interacted with the TPL protein (Fig 5C). CO protein did not interact with TPL in this assay and neither did miP1aΔPFVFL, a miP1a variant lacking the last five amino acids (Fig 5C). To further explore the possibility that the PF(V/L)FL motif has an *in vivo* function, we compared transgenic plants overexpressing either full-length miP1a/b proteins with transgenic plants overexpressing protein variants lacking the last five amino acids (*35S*::*FLAG*:*miPa/b*Δ*PFVFL*). Under inductive long day conditions, both miP1a/b overexpressors exhibit a late flowering phenotype whereas transgenic plants overexpressing either miP1aΔPFVFL or miP1bΔPFVFL exhibit an intermediate flowering behavior (Fig 5B). To exclude the possibility that these transgenic plants accumulate diverging amounts of miP1a/b proteins we determined protein expression levels by western blot analysis. We find that the levels of transgenic proteins are largely similar (Fig 5D) excluding the possibility that removal of the PF(V/L)FL motif affects transcript or protein stability.

When GFP-CO and RFP-TPL are transiently co-expressed with either miP1a, miP1a* (B-Box dead mutant that does not interact with CO) or miP1aΔPFVFL (miP1a version lacking TPL-interaction motif) different sub-nuclear localizations pattern can be observed (Fig 6A). RFP-TPL shows a high degree of co-localization with GFP-CO, when the wild type miP1a version is co-expressed. Co-expression of the miP1a* mutant version results in an even distribution of RFP-TPL throughout the nucleus while CO-GFP localizes in small sub-nuclear speckles. We observe large sub-nuclear speckles for GFP-CO when either miP1a or the miP1aΔPFVFL variant is co-expressed. However, in the case of miP1aΔPFVFL, we see exclusion of RFP-TPL from the CO speckles implying that miP1a/b-type microProteins engage CO and TPL in a tripartite complex.

**Fig 6:**
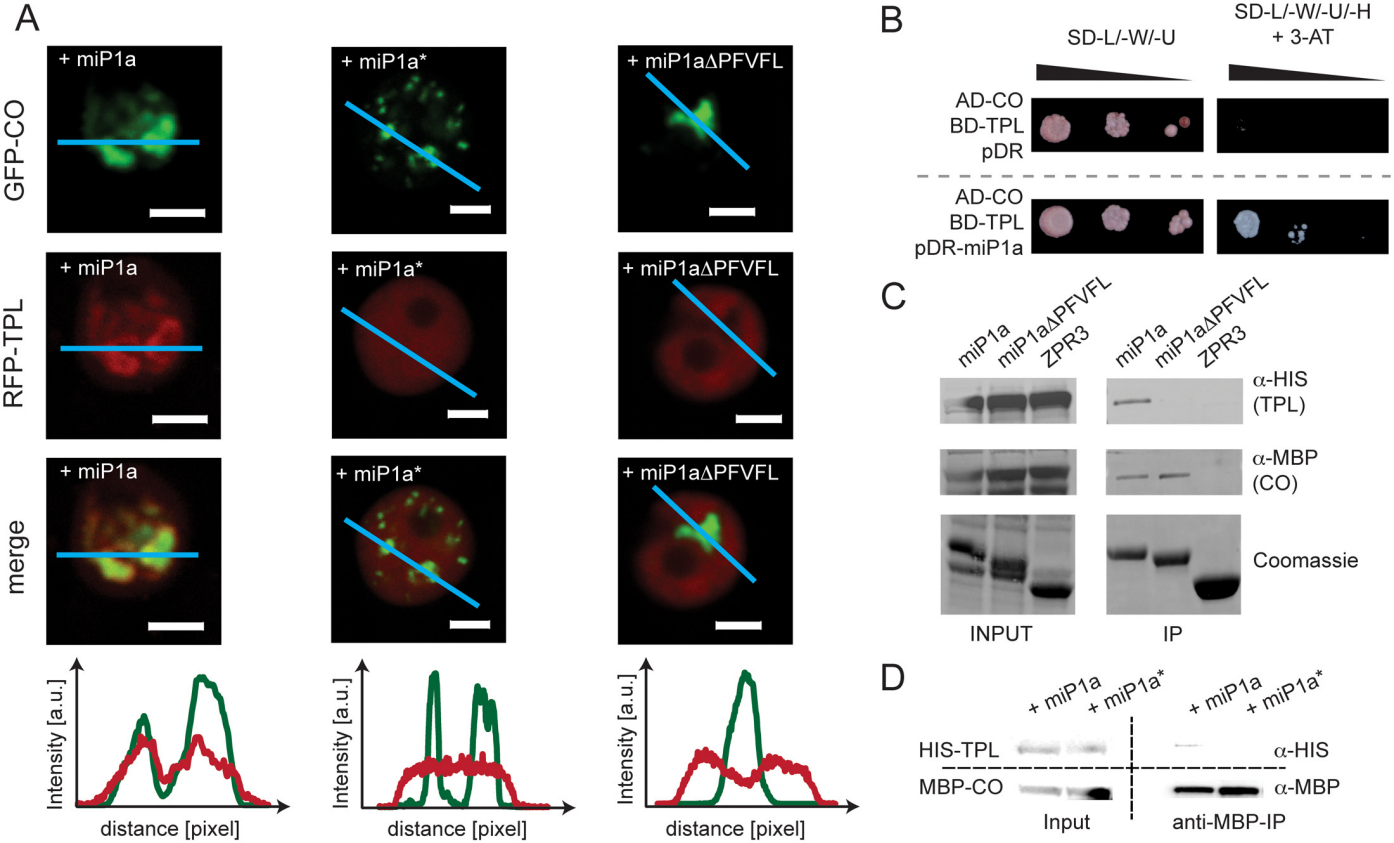
The microProteins miP1a/b act by engaging CO in a TOPLESS/TOPLESS-like co-repressor complex. (***A***) Representative image series of co-localization studies of GFP-CO and RFP-TPL co transformed with either miP1a (n = 15), the B-Box-dead version miP1a* (n = 16) or miP1aΔPFVFL (n = 9) that is lacking the TPL-interaction motif. (***B***) Yeast-three-hybrid demonstrating the formation of a CO-TPL-miP1a trimeric complex. Growth of serial dilutions on non-selective SD-medium lacking leucine, tryptophan and uracil (-L/-W/-U) show normal yeast growth. Only positive interactions were able to grow on restrictive growth medium supplemented with 10mM 3-Aminotriazole (3-AT) and lacking histidine. (***C***) *In vitro* pull-down experiments. Recombinant MBP-CO, GST-miP1a, GST-miP1aΔPFVFL, GST-ZPR3 and HIS-TPL proteins were produced in *E*. *coli*. After cell lysis, cell extracts of MBP-CO and HIS-TPL were mixed with GST-miP1a, GST-miP1aΔPFVFL or GST-ZPR3 and incubated with magnetic anti-GST coupled magnetic beads (Promega). GST-miP1a, GST-miP1aΔPFVFL and GST-ZPR3 complexes were precipitated and washed using a magnetic stand, eluted by boiling in SDS-loading buffer and separated by SDS-PAGE. HIS-TPL and MBP-CO Proteins were detected by immunoblotting. (***D***) *In vitro* pull-down experiment of the trimeric TPL-miP1a-CO complex. MBP-CO and HIS-TPL were mixed with either miP1a or miP1a* proteins. After immunoprecipitation of MBP-CO with an amylose resin proteins were detected by immunoblotting.

Because miP1a/b-type microProteins do not harbor a DNA-binding motif it seems likely that they act as adaptors to recruit TPL/TPR co-repressor proteins to transcription factors and bridge between the transcription factor and the co-repressor complex. To investigate this hypothesis we performed a yeast-three-hybrid study and tested whether miP1a is able to bridge between CO and TPL, which showed no interaction in the yeast-two-hybrid system (Fig 6B). When co-transformed with the empty pDR plasmid, AD-CO and BD-TPL were still unable to induce yeast growth on selective medium. However, in the presence of the miP1a protein, yeast growth was strongly induced, supporting the idea that miP1a is able to bridge between CO and TPL. These findings support the idea that miP1a/b-type proteins act as TPL/TPR-bridging factors for B-Box transcription factors and engage these transcription factors in transcriptional repressor complexes. The existence of a CO-miP1a-TPL trimeric complex is further supported by *in vitro* pull down assays, where MBP-CO and 6xHis-TPL can be co-precipitated with GST-miP1a (Fig 6C). GST-miP1aΔPFVFL is able to bind MBP-CO but fails to bind the 6xHis-TPL protein. GST-ZPR3 was used as negative control and can neither bind MBP-CO nor 6xHis-TPL. Experiments with MBP-CO as bait for HIS-TPL confirm this observation, as TPL only co-precipitates when wild type miP1a protein is present. The presence of miP1a* which cannot interact with CO is unable to facilitate an interaction between CO and TPL. Taken together, these experiments demonstrate that miP1a/b-type microProteins can mediate between CO and the transcriptional repressor TPL.

## Discussion

Several microProteins have been identified in plants in the past years. A commonality among all of these proteins is the ability to trap larger, multi-domain proteins into non-productive heterodimeric complexes. Our study reveals a number of naturally occurring small proteins that have a protein-protein-interaction domain and might interfere with larger multi-domain proteins by controlling protein activity (S1A, S1B Fig and S1 Table).

### CO activity can be regulated by the formation of different types of protein complexes

Transcription factors are often organized in gene families and the type of complexes they engage in can strongly modulate their activities. For CO it was recently shown that interaction with the BBX19 transcription factor renders CO non-functional [25]. Here we show that the transition to flowering, a trait controlled by the CO protein, can also be attenuated by overexpressing naturally occurring miP1a/b-type microProteins. MiP1a/b-type microProteins not only sequester CO but also engage it into a TPL/TPR repressor complex (Fig 5). Depletion of TPL/TPR from the CO/miP heterodimeric complex by removing the PFVFL-motif alleviates flowering time further suggesting that miP1a/b interact with CO only weakly and the interaction is stabilized by TPL/TPR proteins.

TPL/TPR proteins have a known role in flowering time control through the interaction with AP2-like transcription factors that harbor classical TPL-interaction motifs (EAR-domain). TOE1, one of these AP2-likes, acts as floral repressor [36,37]. TOE1 overexpression causes late flowering by reducing the levels of *FT*, whereas a mutation in the *TPL* gene cause slightly early flowering plants [38]. However, due to the pleiotropic nature of the *tpl* loss-of-function mutant and higher order *tpl tpr* mutants, it seems that several repressor proteins are affected in their function. For TPL-adapter proteins such as miP1a/b, this could however mean that activators such as CO can increase in activity thus adding to the complexity of the *tpl/tpr* pleiotropic phenotypes.

It is interesting to note, that an alternatively spliced product for CO exists. This splice variant could produce a truncated protein lacking the middle region and CCT-domain, largely resembling the CO_BB_ artificial microProtein. 

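TAIR10.1 lists 2 transcripts of *CO* (AT5G15840) on chromosome 5. The first has 2 exons and encodes 373 residues, and its intron runs from 5171703 to 5171935, which is 233 bp. The second has 1 exon, so that the intron is retained, and encodes 274 residues. Both proteins contain 2 B-Boxes of the 8-residue spacing. The tables give 1 value per gene and do not distinguish the transcripts.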

Due to the presence of a premature termination codon, it is however conceivable that this splice variant might be a target for nonsense-mediated mRNA decay [39]. It can however not be excluded that the splice variant of the *CO* gene, encoding the CO_BB_ microProtein, is expressed under certain environmental conditions. The CO_BB_ microProtein could then feedback-inhibit CO or buffer its activity by sequestering miP1a/b-type proteins. Moreover, it is also possible that miP1a/b-type proteins interact with BBX19 and thus shield CO from engaging in a non-productive complex. Such tripartite switch was recently discovered in the basic helix-loop-helix (bHLH) transcription factor family in which the bHLH protein HBI1 is negatively regulated by the atypical bHLH protein IBH1 which in turn is regulated by the HLH-type microProtein PRE1 [40,41].

The CO_BB_ protein contains both CO-B-Boxes and it can be assumed that these B-Boxes have a high affinity towards each other, explaining why transgenic plants over-expressing this CO protein variant are very late flowering. The same logic would suggest that the strength of interaction of BBX19 with CO is higher than CO with miP1a/b-type proteins. To further explore the use of B-Box proteins and artificial microProteins that are entirely composed of a B-Box, as flowering time regulators, we ectopically expressed COL9 (class II B-Box protein), COL16 (class III B-Box protein) and STO (class IV B-Box protein) including artificial microProteins variants thereof (S9 Fig). None of the recovered transgenic plants exhibited strong flowering time defects, indicating that these proteins cannot trap CO into non-productive complexes. These effects might be attributable to the inability of these proteins to strongly interact with CO. It is interesting to note that BBX19 belongs like STO to the class IV B-Box proteins. Overexpression of STO was recently shown to promote early flowering under both short and long day conditions in a CO-independent manner [42]. These findings suggest that sequences outside the B-Box might contribute to the dominant-negative function of BBX19.

### Evolution of miP1a/b-type microProteins, an example for functional specialization?

Phylogenetic analysis of miP1a/b-type proteins across different genomes revealed that these proteins evolved after the split between monocotyledonous and dicotyledonous lineages. A remarkable difference exists between the regulation of flowering time in rice, a monocotyledonous short-day plant and Arabidopsis, a dicotyledonous long-day plant: The rice CO-orthologue HEADING DATE 1 (Hd1) acts as an activator of flowering time in response to short days (analogous to Arabidopsis CO in long days) but has an additional activity in long days where it acts as a repressor of flowering time [43]. The fact that miP1a/b-type proteins can only be found in dicotyledonous plants implies that they could serve as an example of functional specialization and engage CO into a transcriptional repressor complex.

Analysis of the B-Box domains of miP1a/b-type proteins further revealed that they are structurally different from CO/COL proteins. CO/COL proteins have the following structure [18]: Cx_2_Cx_8_Cx_7_Cx_2_Cx_4_Hx_8_H whereas miP1a/b-type proteins are one residue shorter and have the following structure: Cx_2_Cx_7_Cx_7_Cx_2_Cx_4_Hx_8_H. This latter type of B-Box motif is only shared among five members of the group V BBX-proteins (BBX28, BB29, BBX30 (miP1a), BBX31 (miP1b) and BBX32). 

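In the proteins encoded in TAIR10.1, the B-Box with 7 residues between the cysteines of its middle pair is 37 residues long, against 38 for the spacing of CO. It covers residues 31 to 67 of miP1a and residues 32 to 68 of miP1b. CO contains 2 boxes of the 8-residue spacing, the first at residues 20 to 57.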

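A search of the BBX proteins for the 7-residue spacing found 5 of them. They have 223 residues (BBX28, AT4G27310), 215 (BBX29, AT5G54470), 225 (BBX32, AT3G21150), 121 (AT3G21890) and 117 (AT4G15248). The TAIR10.1 annotation names AT3G21890, the gene of miP1a, *BBX31*, and names AT4G15248, the gene of miP1b, *BBX30*.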

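Of 27562 proteins encoded in TAIR10.1, counting 1 protein per gene, 2 end in PFVFL or PFLFL. These are miP1a and miP1b, and both end in PFVFL. A global alignment of the 2 proteins has 122 columns, of which 76 are identical.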

Compared to all group V BBX proteins, miP1a/b are much shorter, have a unique amino-terminus and the additional carboxy terminal PFVFL motif. These three features make them remarkably different from all other group V BBX proteins. Furthermore, overexpression of *BBX32* affects light-dependent hypocotyl elongation and not flowering time [44].

### miP1a and miP1b: All different and yet the same?

Both miPa1 and miP1b harbor the first and remnants of a second B-Box domain and contain the carboxyterminal PFVFL motif. They show 65.5% sequence identity towards each other but miP1b is 4 amino acids shorter than miP1a (117aa vs. 121aa). However, all missing residues are found in the sequence after the second B-Box, which might not have biological activity.

The alignment and phylogenetic analysis of the different miP1 orthologues shows a close relationship between the different miP1a and miP1b proteins found in the *Brassicacea* family (S16 Fig). The *Brassicacea* miP1a/b proteins are not only distinguishable by the PFVFL motif from small B-box proteins of other plant families, but also by their overall strong conservation (S14 Fig). Within the *Brassicacea* family we find a clear separation between miP1a and miP1b orthologues and a close analysis of the alignments suggests a common precursor.

Our results show that both miP1a and miP1b act as genuine microProteins and possess the ability to dominantly suppress the activity of CONSTANS. Inhibition of CO results in inability to induce *FLOWERING LOCUS T* in response to long day photoperiods causing these plants to flower extremely late. Furthermore, the late flowering phenotype is for both miP1a and miP1b dependent on the presence of the PFVFL motif. Both *miP1a/b* microProteins are expressed in the vasculature of leaves the place where both CO and FT are active. Mis-expression of miP1b in the vasculature also delays the floral transition, indicating that miP1b is active in this tissue.

Both *miP1a* and *miP1b* microProtein genes exhibit diurnal patterns of expression. In short day conditions both genes peak in expression in the second half of the dark period whereas in long days *miP1b* also peaks around the same time, but *miP1a* expression is high in the first half of the day and then successively decreases (Fig 1G–1K). It is important to note that *miP1b* expression exhibits massive expression changes and the peak of expression is more than 20.000-fold higher compared to the lowest point of expression. It is conceivable that if such large amounts of mRNA are translated into protein, this protein could still be present during the early day thus preventing CO from activating *FT* or together with CO keeping *FT* expression levels low.

Comparative analysis of genes de-regulated in plants ectopically expressing miP1a/b-type microProteins revealed a significant overlap of genes down-regulated in plants ectopically expressing miP1b and plants lacking functional CO protein (Fig 4F). Together with the result that reducing *miP1b* mRNA levels promote the transition to flowering in long days (Fig 2D–2F), these findings suggest that miP1b might be the main microProtein acting on CO activity.

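Across the 17047 genes with at least 1 CPM, the log2 changes of *co-SAIL* and *35S::FLAG-miP1b* had a Pearson correlation of 0.528 (95% bootstrap interval over genes 0.474 to 0.572). The correlation was 0.379 for *co-SAIL* and *35S::FLAG-miP1a*, and 0.472 for *35S::FLAG-miP1a* and *35S::FLAG-miP1b*. In the simulations of unchanged genotypes that share the Col-0 libraries, these correlations averaged 0.498, 0.496 and 0.501. The first observed correlation lay above the highest simulated value of 0.515. The others lay below the lowest simulated values of 0.475 and 0.486. The Spearman correlation of *35S::FLAG-miP1a* and *35S::FLAG-miP1b* was 0.662, against 0.479 on average in the simulations. Changes in both lines rose with gene length (Spearman correlations 0.369 and 0.290), a trend that the simulations lack. The excess therefore need not be a likeness of the genotypes. In a comparison that uses no common library, the change of *co-SAIL* against Col-0 had a correlation of 0.20 with the change of *35S::FLAG-miP1b* against *35S::FLAG-miP1a*. In the converse comparison, the change of *35S::FLAG-miP1b* against Col-0 and of *co-SAIL* against *35S::FLAG-miP1a*, the correlation was -0.12. Genes are not independent replicates, and no p-value is given for these correlations.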

### Conclusion

MicroProteins are potent regulators of development. Our study identified a number of potential microProteins that affect transcription factors by engaging them in protein complexes that changes their activity. The microProteins that have been identified and characterized to date act by sequestering their targets in non-productive complexes that are either impaired in DNA-binding or hindered from entering the nucleus. Here, we describe two uncharacterized microProteins that act by engaging their targets in complexes with the TOPLESS/TOPLESS-RELATED co-repressor protein, which changes the activity of the transcription factor (Fig 7). Thus, our findings unravel a new role for CONSTANS to engage in a TPL/TPR trimeric complex, which has the potential to fine-tune the flowering response of dicotyledonous plants. The detailed analysis of how TPR/TPL affects flowering is likely complex and requires viable or conditional higher order mutant plants.

**Fig 7:**
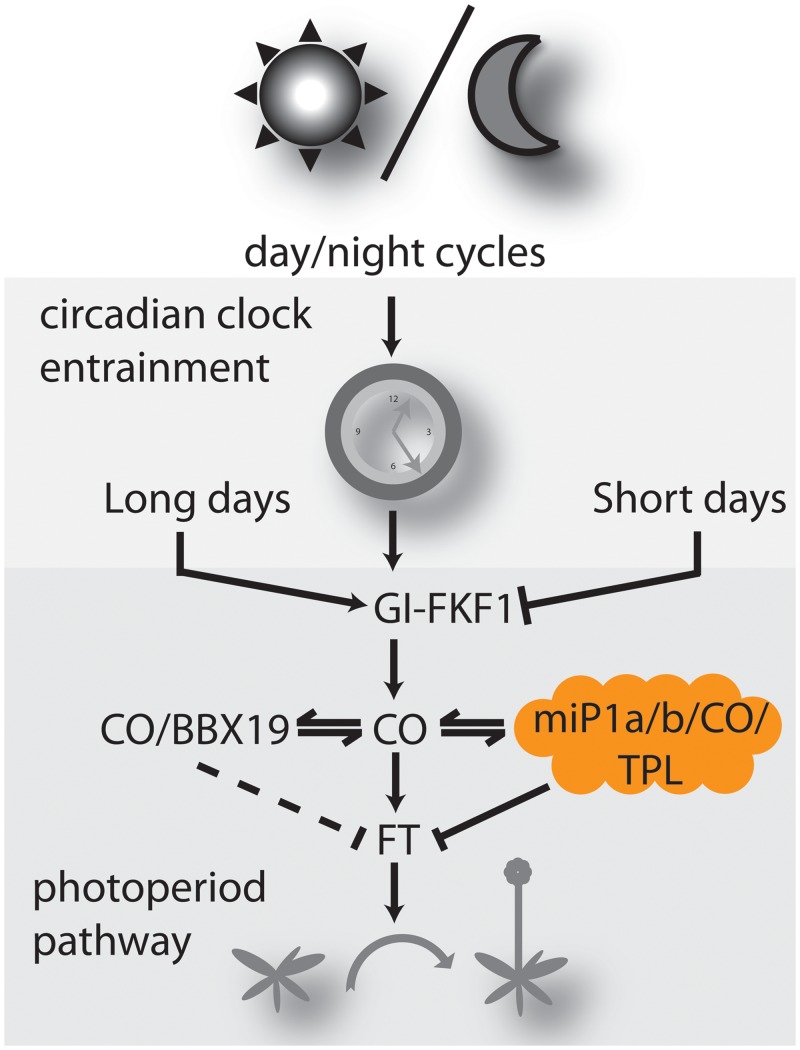
Model depicting the role of microProteins in flowering time regulation. The circadian clock is entrained by day/night cycles. In response to long days, *CO* is activated by GI/FKF1. Increasing levels of CO cause induction of *FT*, which triggers the transition from vegetative to reproductive growth. MiP1a/b act by controlling CO activity. If miP1a/b levels are ectopically high, CO activity is low and flowering is delayed.

## Materials and Methods

### Plant material and growth conditions

To generate transgenic plants overexpressing the cDNAs encoding miP1a/b and the B-Box domains of CO (amino acids 1 to 274) were recombined into the pJAN33 binary vector to create fusion proteins with the FLAG tag. The miP1a* construct was generated by gene synthesis (Life Technologies) with an additional amino terminal myc epitope and flanking Gateway sequences. Transgenic *Arabidopsis thaliana* plants were made using the floral dip method. T1 transgenic plants were isolated after selection with BASTA and lines that contained the T-DNA at a single locus were confirmed by following the segregation ratio in the T2 generation. For flowering-time experiments, seeds were sown on soil, cold-treated for 3 d at 4°C, transferred to a plant growth chamber, and grown in the long day light regime at 20°C. Flowering time was determined by counting the number of rosette leaves at bolting.

### Protein-interaction assays

Interaction of miP1 proteins with the B-Box domains of CO was tested using the Matchmaker Gold yeast-two-hybrid system (Clontech). The coding sequence of either *CO* or the B-Box domains of CO (*CO*_*BB*_) and the coding sequences of *miP1a/b* were recombined into the *pGADT7-GW/pGBKT7-GW* vectors using the LR recombinase mix from Invitrogen. Baits were transformed in the Y2H Gold yeast strain and tested for auto-activation before transformation of the prey plasmids. The screen was performed on SD medium lacking His, Leu, and Trp plus 10 mM 3-aminotriazole.

For the synthesis of the fusion proteins in *E*. *coli* BL21, the coding sequence of *miP1a*, *miP1b* and *ZPR3* were cloned into the *pDEST15* vector, and the coding sequence of *CO* into the *pMALc2* vector. Amylose-Magnetic Beads [NEB E8035S] were used for the purification of MBP-CO. The HRP-conjugated anti-MBP antibody [NEB E8038] was used in a 1:10,000 dilution and the HRP-conjugated GST-antibody [GE Healthcare RPN1236] was used in a 1:5,000 dilution in 5% milk powder-TBS-T. Super signal west pico chemuluminescent substrate [ThermoScietific 34080] was used for the luminescence detection.

For the yeast three hybrid assay the *TOPLESS* coding sequence was recombined into a *pGBKT7-GW* vector and *miP1a* into the *pDRf1-GW* yeast expression vector. The empty vectors or the vectors containing the respective coding sequences were co-transformed into the *pJ69-4α* yeast strain and positive colonies were selected on dropout media without Trp and Ura. The empty *pGADT7-GW* or *pGADT7-GW* with *CO* were transformed into a *YM4271* MATa strain and selected on dropout media without Leu. The presence of the plasmids in the strains was verified by PCR and three positive strains for each transformation were mated for two days at 28°C and then selected on dropout media without Trp, Leu and Ura. Positive colonies were screened on selective media without Trp, Leu, Ura and His with additional 10mM 3-Aminotriazole.

### FRET-FLIM studies

The coding sequence of CONSTANS was recombined into the pK7FWG2 gateway destination vector [45] to express CO with an N-terminal GFP tag. The sequences that code for miP1a, miP1b and miP1a* were recombined into a modified pEarlyGate104 vector (provided by Sabine Müller/Dorothee Stöckle, ZMBP Tübingen) to express N-terminal RFP-fusions in planta. Image and data acquisition was obtained with a Leica TCS SP8, combined with a PicoHarp 300 TCSPC Module and a Sepia Multichannel Picosecond Diode Laser (PDL 808-SC) (Pico-Quant). The samples were excited with a 470 nm pulsed laser (10 MHz) intensity regulated via a Thorlabs Laser Combining Unit (PBH51502/SS/SPL-S6). The emission was recorded from 500 nm to 560 nm in 128 x 128 pixels images with at least 2000 counts/pixel. The fluorescence lifetime measurements were analyzed using the PicoQuant SymphoTime Software (ver. 5.3.2.2). For each nucleus average fluorescence decay profiles were plotted and lifetimes were estimated by fitting the data with a mono-exponential decay function.

### Co-localization experiments

The coding sequences encoding for the CO and TPL proteins were recombined into the previously mentioned vectors for GFP- and RFP-tagged expression from the p35S-promoter. Leaves of N. benthamiana plants were transiently transformed with GFP-CO, RFP-TPL and either pJAN33-miP1a, pJAN33-miP1a* or pJAN33-miP1aΔPFVFL. The localization of GFP and RFP fluorescent proteins in the nuclei of leaf epidermis cells was observed using a Leica SP5-X LCSM. GFP and RFP were excited and the respective emissions were scanned using a sequential scan setting to prevent overlapping fluorescence signals. Intensity measurements were performed with the Leica LAS X software.

### Gene expression studies

For gene expression analysis plants were grown for four weeks in a long day regime at 22°C. RNA was isolated using GeneMATRIX universal RNA purification kit (roboklon, Germany) following manufacturer’s recommendation. Purified RNA (1μg) was used for reverse transcription using ThermoScientific Revert Aid Reverse Transcriptase with oligo-dT primers. Real-time quantitative PCRs were carried out using the ThermoScientific SYBR Green qPCR master mix on a Biorad CFX384. Gene expression levels were calculated using the delta-Ct method and a standard curve relative to GAPDH.

### RNA-Seq transcriptome analysis of Col, *35S*::*FLAG*:*miP1a*, *35S*::*FLAG*:*miP1b* and *co-SAIL* plants

Two samples for each plant type (Col-0, *35S*::*FLAG*:*miP1a*, *35S*::*FLAG*:*miP1b* and *co-SAIL*) were sequenced using Illumina HiSeq2000 and basecalls were performed using HiSeq Control Software v2.0.12.0 (Illumina). For each sample 2.5 to 3.2 Gbases were obtained. Reads were quality checked with RobiNA v1.2.4_build656 and first 10 bases were clipped using Trimmomatic v0.32 [46]. In each sample more than 98% of reads passed the trimming. 63–65% of the surviving reads were successfully mapped to A. thaliana TAIR10 genome sequence and annotation (TAIR) using RobiNA’s Bowtie [47] allowing maximal two mismatches in the seed region. The normalization and statistical evaluation of differential gene expression has been performed using edgeR v2.6.12 [48] with a minimum fold change of 4 and a FDR cut-off of 0.001 and using the Benjamini-Hochberg method [49] for multiple testing correction. The raw data was normalized according to the default procedure and the dispersion was estimated using the auto setting of edgeR. 

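The dispersion behind the authors' p-values was recovered from the tables. A negative binomial likelihood ratio computed on the recovered reads with 1 dispersion of 0.0132 for all genes matched the deposited likelihood ratio of 24618 gene comparisons. The ratio of recomputed to deposited values was 1.00 at the median, with 5th and 95th percentiles of 0.998 and 1.004. Solved gene by gene for genes with at least 10 CPM, the implied dispersion had 5th and 95th percentiles of 0.0132 and 0.0133. This dispersion is a coefficient of variation of 11.5% between libraries. Of the 570 calls in the 6 lists, 569 were also made with the recomputed p-values, out of 572 calls made with either. The p-values thus use a common dispersion, without a value for each gene.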

Raw read data and output of statistical analysis were submitted to Gene Expression Omnibus (GSE56811).

### Accession numbers

miP1a/BBX30:At3g21890; miP1b/BBX31:At4g15248; CONSTANS:At5g15840; FLOWERING LOCUS T:At1g65480; COL9:At3g07650; STO:At1g06040; COL16:At1g25440;TPL:At1g15750

## Supporting Information

S1 Data Lists of genes identified by RNA-Seq to be mis-regulated. (XLSX) Click here for additional data file.

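Applying the fold change and FDR thresholds to the tables gave the same genes as the 6 sheets of S1 Data, with 570 of 570 entries shared. The fold changes of genes with 3 or fewer reads in a genotype depend on the prior count added by edgeR. In the lists of down-regulated genes, 11 of 43 had 3 or fewer reads in *co-SAIL*, 24 of 68 in *35S::FLAG-miP1a* and 81 of 303 in *35S::FLAG-miP1b*. In the lists of up-regulated genes, Col-0 had 3 or fewer reads for 3 of 11, 35 of 124 and 8 of 21 genes.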

S1 Fig Flowchart computational approach. Blue: public available databases; green: resulting Pfam domains; red: microProtein candidates; square: gene identifiers; barrel: Pfam domains.
(PDF) Click here for additional data file.

S2 Fig Number of microProtein candidates with specific Pfam domain domains. TF: transcription factor, ZF: zinc finger, HLH: Helix-loop-helix.
(PDF) Click here for additional data file.

S3 Fig Identification of B-Box-containing microProteins. (A) Phylogenetic tree of all Arabidopsis thaliana B-Box proteins. This minimum evolution tree was generated by aligning B-Box sequences using Muscle 3.2 and 1000 bootstrap replications. (B) Genomic location of Arabidopsis miP1a and miP1b. Both miP1 genes are located close to a COL gene, indicating they evolved by genome-duplication. (C) Domain organization of CONSTANS and CONSTANS-like proteins and the miP1a/b microProteins. (D) Structural models of COL6, CO, miP1a and of CO/miP1a superimposed using MODELLER (E) ClustalW-Alignment of the B-Box domain of COL and miP1a/b proteins.
(PDF) Click here for additional data file.

S4 Fig FRET-FLIM quantification. Average lifetime and standard deviation of GFP-CO co-transformed with different RFP-fusion proteins. The table provides the measured average GFP fluorescence lifetimes, the standard deviation, the significance according to a student’s t-test and the number of nuclei per measurement.
(PDF) Click here for additional data file.

S5 Fig Flowering time of p35S::miP1a* transgenic plants relative to the Col-0 wild type. Average rosettle leaf number of Basta-resistant control plants and 5 independent p35S::miP1a* T1 plants growing under long day conditions (16 light/day).
(PDF) Click here for additional data file.

S6 Fig Flowering time of transgenic plants under short day conditions. Rosette leaf numbers of Col-0, co-sail, ft-10, p35S::miP1a, p35S::miP1b and p35S::COBB plants grown under short day conditions (8 h light / 16 h dark).
(PDF) Click here for additional data file.

S7 Fig Flowering time of long-day grown plants treated with GA. Rosette leaf numbers of Col-0, *co-sail*, *pJAN33*::*miP1a* and *pJAN33*::*miP1b* plants grown under long day conditions (16 h light/ 8 h dark) and either treated with 50 μM GA3 or a control solution containing 0.1% EtOH.
(PDF) Click here for additional data file.

S8 Fig Ectopic expression of *miP1a* in a *co* mutant background does not delay flowering time in long days. Rosette leaf numbers of Col-0, *co-sail*, *pJAN33*::*miP1a* and *co-sail* x *pJAN33*::*miP1a* crosses under long day conditions (16 h light/ 8 h dark).
(PDF) Click here for additional data file.

S9 Fig Flowering of trangenic plants overexpressing different B-Box proteins and artificial B-Box miPs. Average rosette leaf number at the time of bolting in Basta-resistent control plants and T1-plants overexpressing different B-Box proteins or artificial microProteins consisting of their B-Box domains growing under long day conditions.
(PDF) Click here for additional data file.

S10 Fig Characterization of miP1a T-DNA line GABI_KAT_288G08 and transgenic plants over-expressing artificial microRNAs. (A) Rosette leaf number at the time of flower initiation under long (16h light/day; bright green) and short day (8h light/day; dark green) conditions of Col- plants and plants homozygous for the T-DNA insertion GABI_KAT_288G080. (B) Expression of miP1a and miP1b in Col-0 and homozygous T-DNA lines relative to GAPDH determined by qRT-PCR. (C) Rosette leaf number of Col-0 and two independent T2 plant lines expressing a microRNA against miP1a and miP1b grown under long day conditions (16 h light/day).
(PDF) Click here for additional data file.

S11 Fig Physiological responses of Col-0, *35S*::*miP1a* and *35S*::*miP1b* seedlings to salt. Average root length of 7 days old seedlings grown on normal MS media or on MS media containing 50 mM and 100 mM of NaCl.
(PDF) Click here for additional data file.

S12 Fig Flowering time of two independent pSUC2::miP1a transgenic plants relative to Col-0 wild type plants. Average rosette leaf number at the time of flower initiation of Col-0 and T2 plants of two independent transformants growing under long day conditions (16 h light/day).
(PDF) Click here for additional data file.

S13 Fig Comparison of mRNA-seq expression data and qRT-PCR results. Relative expression levels of five differentially regulated genes from the mRNA-seq dataset and a qRT-PCR on cDNA from Col-0, co-sail, p35S::miP1a and p35S::miP1b plants.
(PDF) Click here for additional data file.

S14 Fig Alignment of miP1a/b type proteins from dicot plants. ClustalW-alignment of miP1a/b-type protein sequences.
(PDF) Click here for additional data file.

S15 Fig Phytozome tree. Highlighting the distribution of miP1a/b variants using Phytozome.
(PDF) Click here for additional data file.

S16 Fig Phylogenetic tree. ClustalW-alignment of miP1a/b-type protein sequences. The tree was created using the Neighbor-joining method with 1000 bootstrap replications. Branches equal or bigger 0.25 are shown, branches >0.5 are shown in bold.
(PDF) Click here for additional data file.

S1 Table MicroProteins identified in this study. (DOCX) Click here for additional data file.

S2 Table Sequences of oligonucleotides used in this study. (DOCX) Click here for additional data file.

S1 Text Bioinformatics approach to isolate microProteins in Arabidopsis. (DOCX) Click here for additional data file.

# Supplementary material for: MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis
**Source:** PLoS Genet. 2016 Mar 25;12(3):e1005959. doi: 10.1371/journal.pgen.1005959
**Supplement:** S1 Fig — Blue: public available databases; green: resulting Pfam domains; red: microProtein candidates; square: gene identifiers; barrel: Pfam domains.

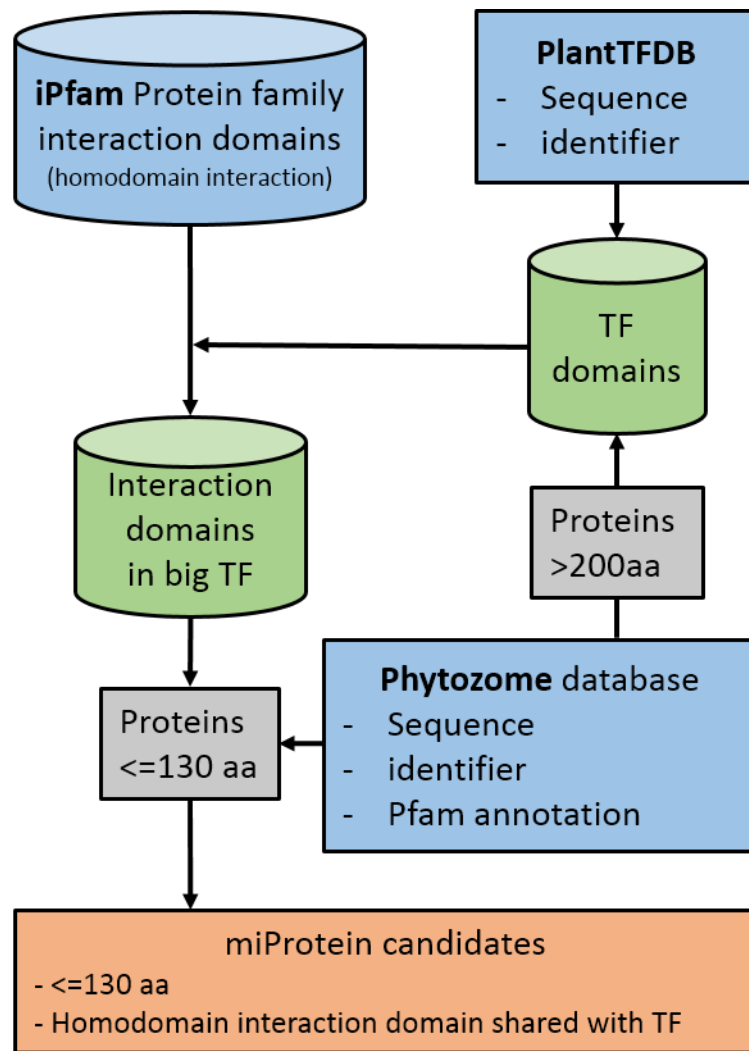

**Suppl. Fig. S1: Flowchart computational approach.** Blue: public available databases; green: resulting Pfam domains; red: microProtein candidates; square: gene identifiers; barrel: Pfam domains.

# Supplementary material for: MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis
**Source:** PLoS Genet. 2016 Mar 25;12(3):e1005959. doi: 10.1371/journal.pgen.1005959
**Supplement:** S2 Fig — TF: transcription factor, ZF: zinc finger, HLH: Helix-loop-helix.

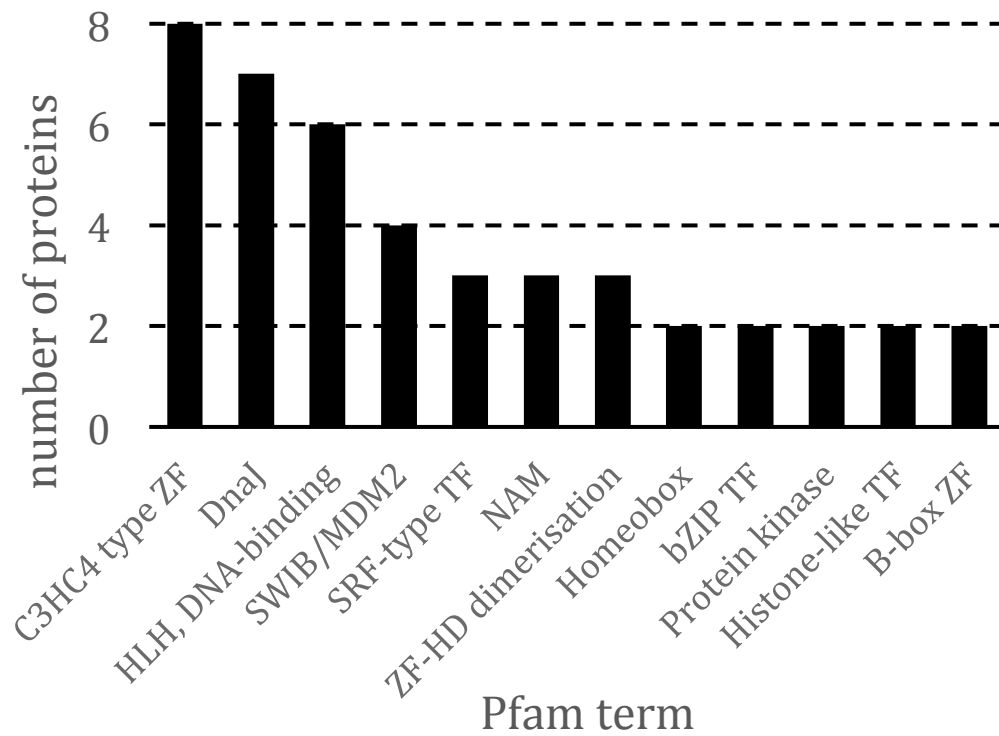

**Suppl. Fig. S2: Number of microProtein candidates with specific Pfam domain domains.** TF: transcription factor, ZF: zinc finger, HLH: Helix-loop-helix.

# Supplementary material for: MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis
**Source:** PLoS Genet. 2016 Mar 25;12(3):e1005959. doi: 10.1371/journal.pgen.1005959
**Supplement:** S3 Fig — (A) Phylogenetic tree of all Arabidopsis thaliana B-Box proteins. This minimum evolution tree was generated by aligning B-Box sequences using Muscle 3.2 and 1000 bootstrap replications. (B) Genomic location of Arabidopsis miP1a and miP1b. Both miP1 genes are located close to a COL gene, indicating they evolved by genome-duplication. (C) Domain organization of CONSTANS and CONSTANS-like proteins and the miP1a/b microProteins. (D) Structural models of COL6, CO, miP1a and of CO/miP1a superimposed using MODELLER (E) ClustalW-Alignment of the B-Box domain of COL and miP1a/b proteins.

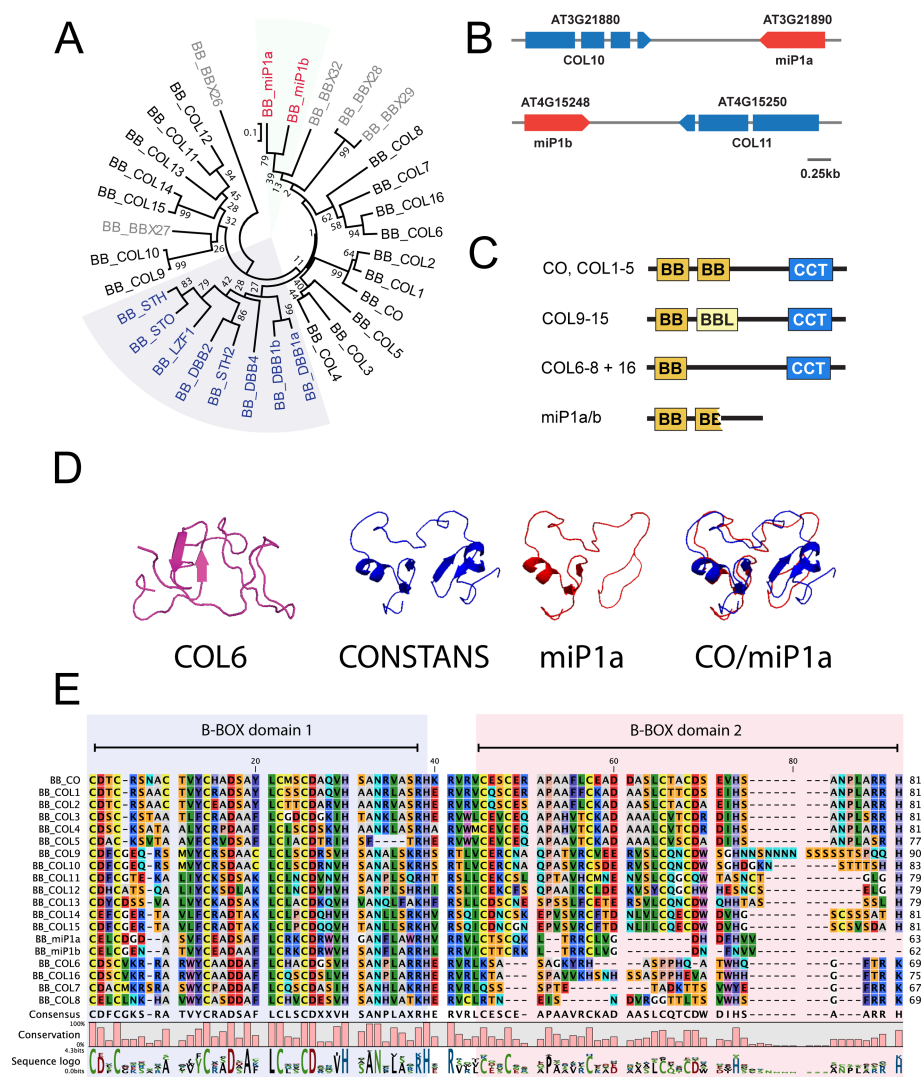

**Suppl. Fig. S3 Identification of B-Box-containing microProteins.** **(A)** Phylogenetic tree of all *Arabidopsis thaliana* B-Box proteins. This minimum evolution tree was generated by aligning B-Box sequences using Muscle 3.2 and 1000 bootstrap replications. **(B)** Genomic location of *Arabidopsis* miP1a and miP1b. Both miP1 genes are located close to a COL gene, indicating they evolved by genome-duplication. **(C)** Domain organization of CONSTANS and CONSTANS-like proteins and the miP1a/b microProteins. **(D)** Structural models of COL6, CO, miP1a and of CO/miP1a superimposed using MODELLER **(E)** ClustalW-Alignment of the B-Box domain of COL and miP1a/b proteins.

# Supplementary material for: MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis
**Source:** PLoS Genet. 2016 Mar 25;12(3):e1005959. doi: 10.1371/journal.pgen.1005959
**Supplement:** S4 Fig — Average lifetime and standard deviation of GFP-CO co-transformed with different RFP-fusion proteins. The table provides the measured average GFP fluorescence lifetimes, the standard deviation, the significance according to a student’s t-test and the number of nuclei per measurement.

## GFP fluorescence lifetime

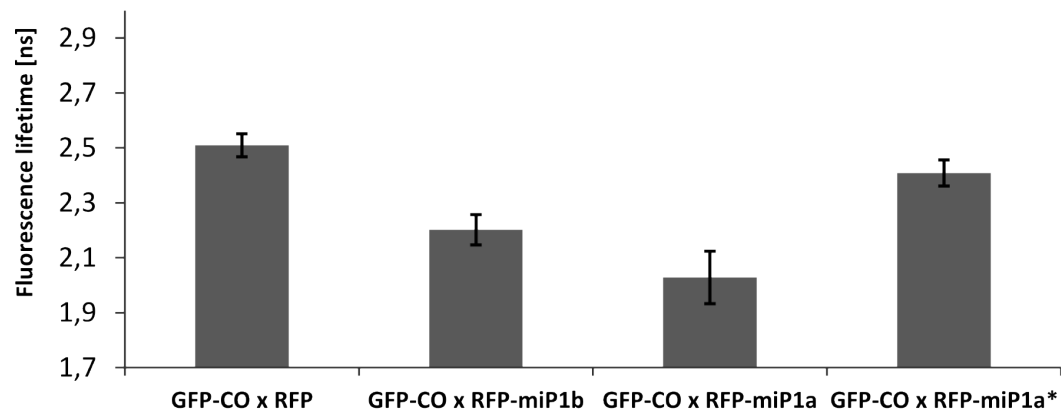

Supp. Table S4

| Donor  | Acceptor   | Lifetime [ns] | s.d.    | t-test   | Nuclei |
|--------|------------|---------------|---------|----------|--------|
| GFP-CO | RFP        | 2,509091      | 0,04188 |          | 11     |
| GFP-CO | RFP-miP1b  | 2,201667      | 0,05505 | 2,67E-12 | 12     |
| GFP-CO | RFP-miP1a  | 2,028333      | 0,09582 | 1,65E-12 | 12     |
| GFP-CO | RFP-miP1a* | 2,408333      | 0,04740 | 4,28E-05 | 12     |

**Suppl. Fig. S4 FRET-FLIM quantification.** Average lifetime and standard deviation of GFP-CO co-transformed with different RFP-fusion proteins. Supplemental table S4 provides the measured average GFP fluorescence lifetime, the standard deviation, the significance according to a student's t-test and the number of nuclei per measurement.

# Supplementary material for: MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis
**Source:** PLoS Genet. 2016 Mar 25;12(3):e1005959. doi: 10.1371/journal.pgen.1005959
**Supplement:** S5 Fig — Average rosettle leaf number of Basta-resistant control plants and 5 independent p35S::miP1a* T1 plants growing under long day conditions (16 light/day).

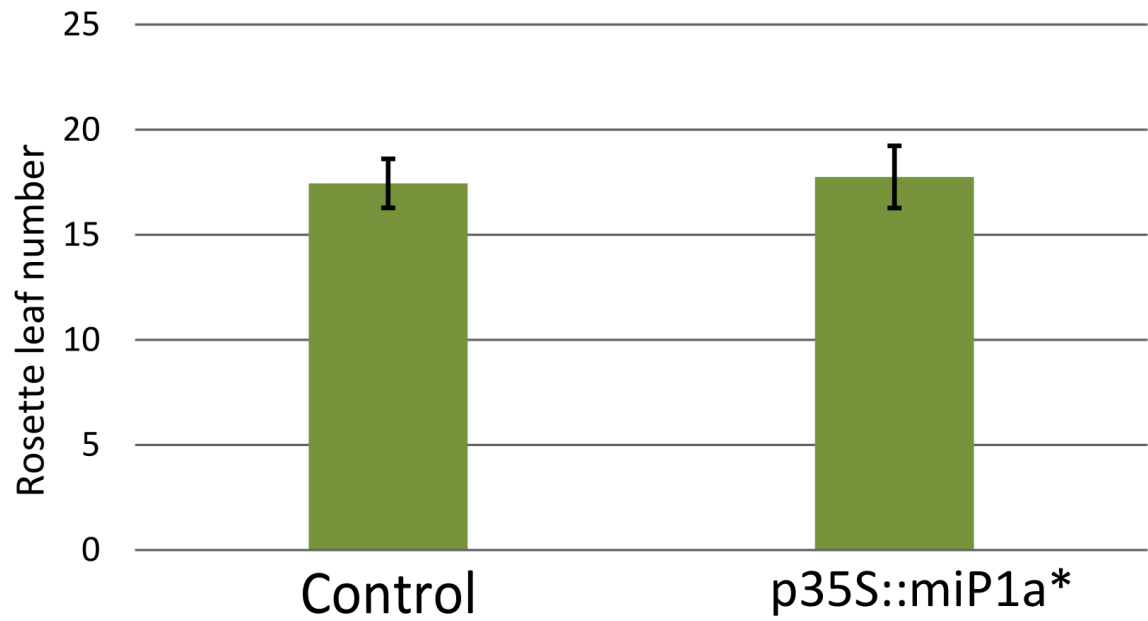

**Supp. Fig. S5 Flowering time of p35S::miP1a\* transgenic plants relative to the Col-0 wild type.** Average rosette leaf number of Basta-resistant control plants and 5 independent p35S::miP1a\* T1 plants growing under long day conditions (16 light/day).

# Supplementary material for: MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis
**Source:** PLoS Genet. 2016 Mar 25;12(3):e1005959. doi: 10.1371/journal.pgen.1005959
**Supplement:** S6 Fig — Rosette leaf numbers of Col-0, co-sail, ft-10, p35S::miP1a, p35S::miP1b and p35S::COBB plants grown under short day conditions (8 h light / 16 h dark).

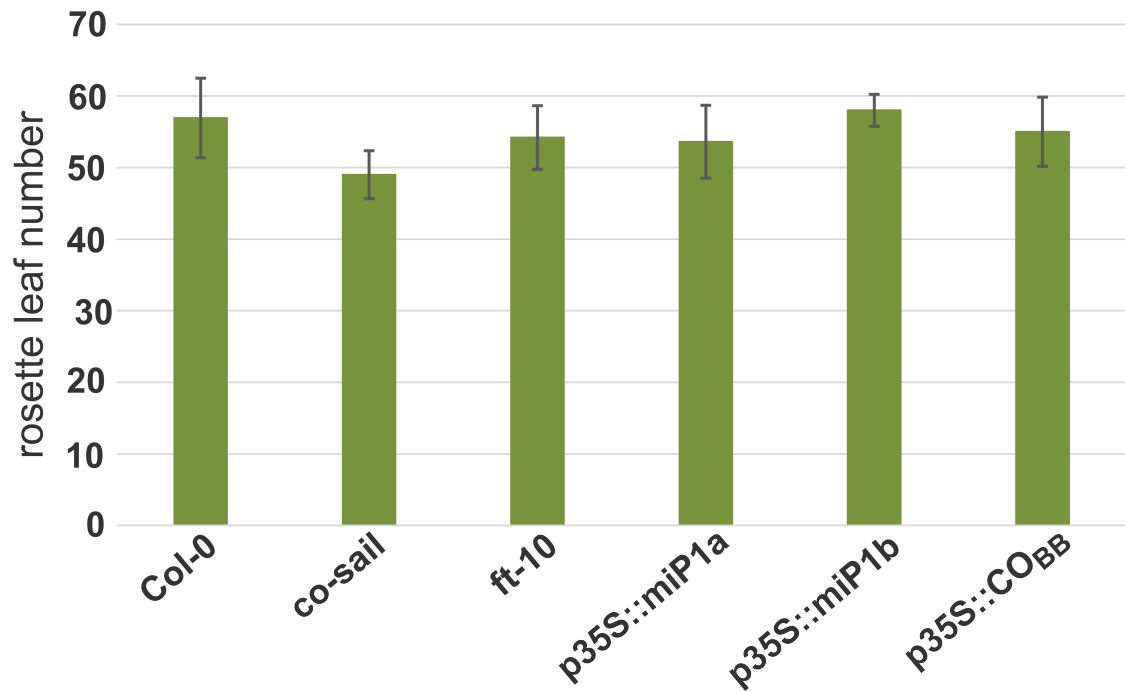

**Supp. Fig. S6. Flowering time of transgenic plants under short day conditions.** Rosette leaf numbers of Col-0, *co-sail*, *ft-10*, p35S::miP1a, p35S::miP1b and p35S::CO<sub>BB</sub> plants grown under short day conditions (8 h light / 16 h dark).

# Supplementary material for: MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis
**Source:** PLoS Genet. 2016 Mar 25;12(3):e1005959. doi: 10.1371/journal.pgen.1005959
**Supplement:** S7 Fig — Rosette leaf numbers of Col-0, co-sail, pJAN33::miP1a and pJAN33::miP1b plants grown under long day conditions (16 h light/ 8 h dark) and either treated with 50 μM GA3 or a control solution containing 0.1% EtOH.

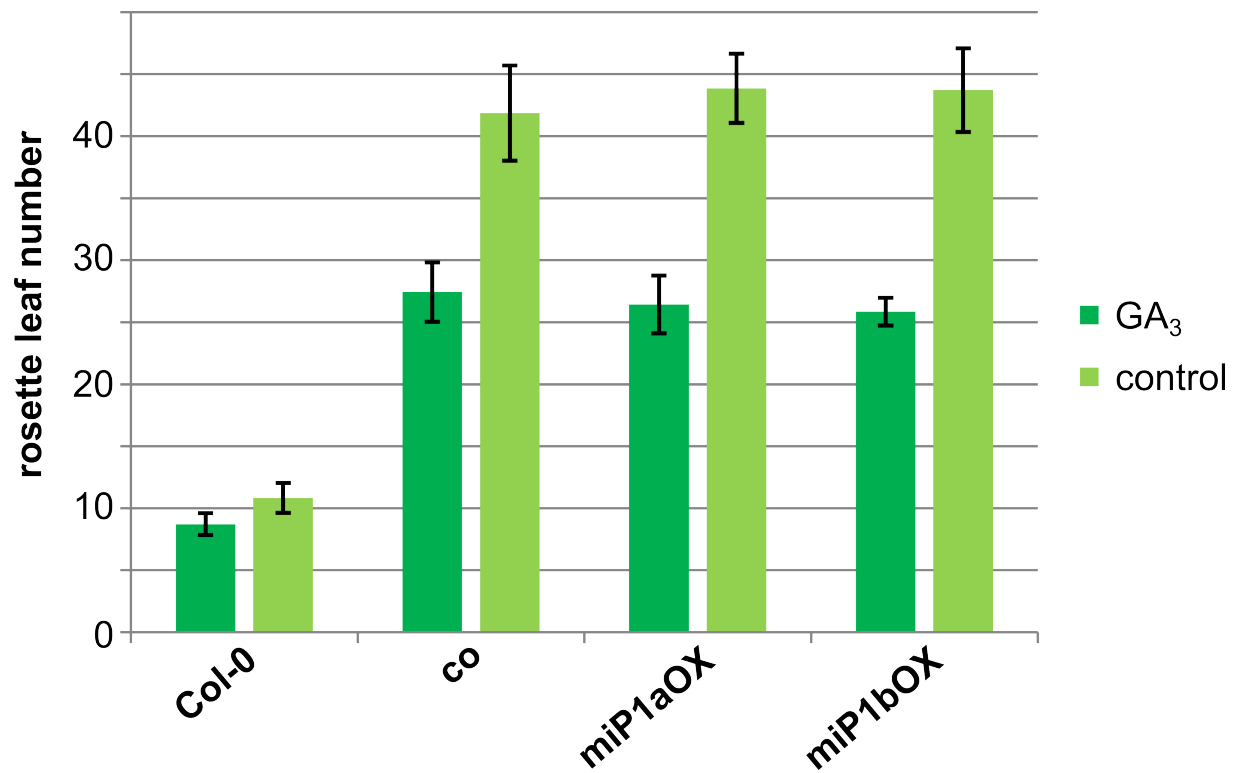

**Supp. Fig. S7. Flowering time of long-day grown plants treated with GA.**

Rosette leaf numbers of Col-0, *co-sail*, *pJAN33::miP1a* and *pJAN33::miP1b* plants grown under long day conditions (16 h light/ 8 h dark) and either treated with 50  $\mu$ M GA<sub>3</sub> or a control solution containing 0.1% EtOH

# Supplementary material for: MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis
**Source:** PLoS Genet. 2016 Mar 25;12(3):e1005959. doi: 10.1371/journal.pgen.1005959
**Supplement:** S8 Fig — Rosette leaf numbers of Col-0, co-sail, pJAN33::miP1a and co-sail x pJAN33::miP1a crosses under long day conditions (16 h light/ 8 h dark).

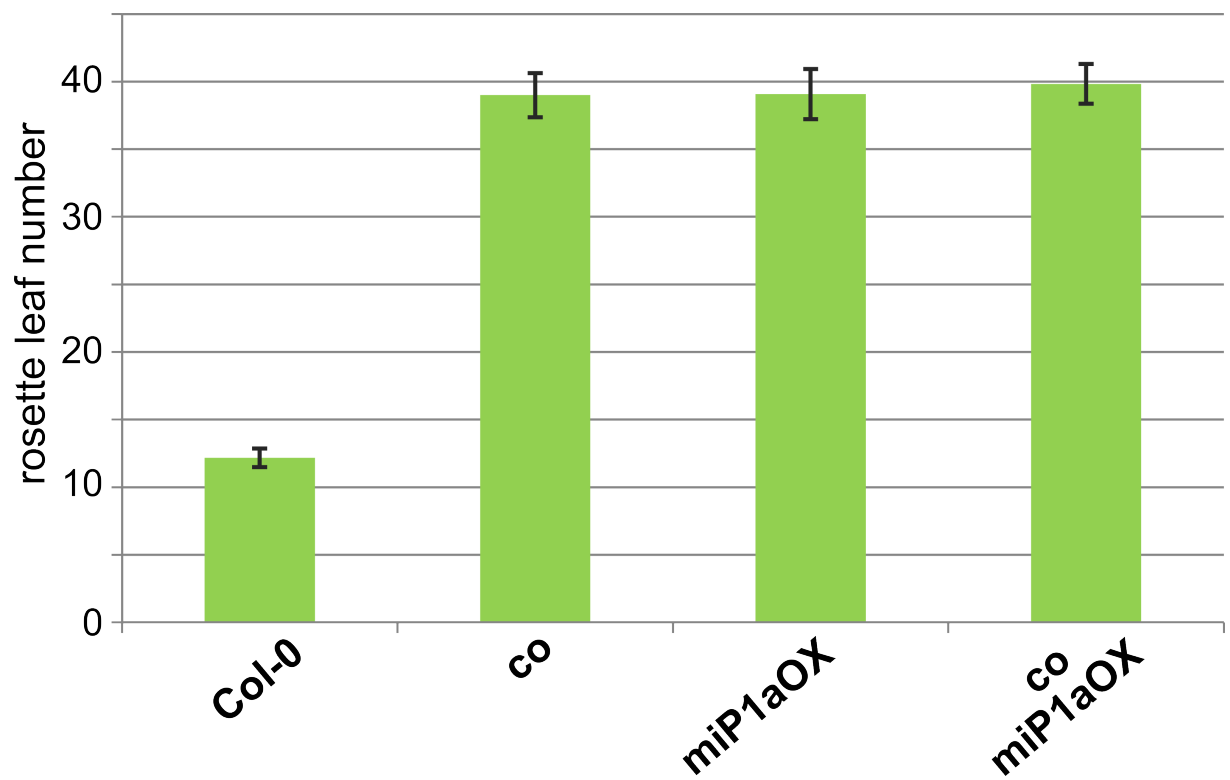

**Supp. Fig. S8. Ectopic expression of *miP1a* in a *co* mutant background does not delay flowering time in long days.**

Rosette leaf numbers of Col-0, *co-sail*, *pJAN33::miP1a* and *co-sail* x *pJAN33::miP1a* crosses under long day conditions (16 h light/ 8 h dark)

# Supplementary material for: MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis
**Source:** PLoS Genet. 2016 Mar 25;12(3):e1005959. doi: 10.1371/journal.pgen.1005959
**Supplement:** S9 Fig — Average rosette leaf number at the time of bolting in Basta-resistent control plants and T1-plants overexpressing different B-Box proteins or artificial microProteins consisting of their B-Box domains growing under long day conditions.

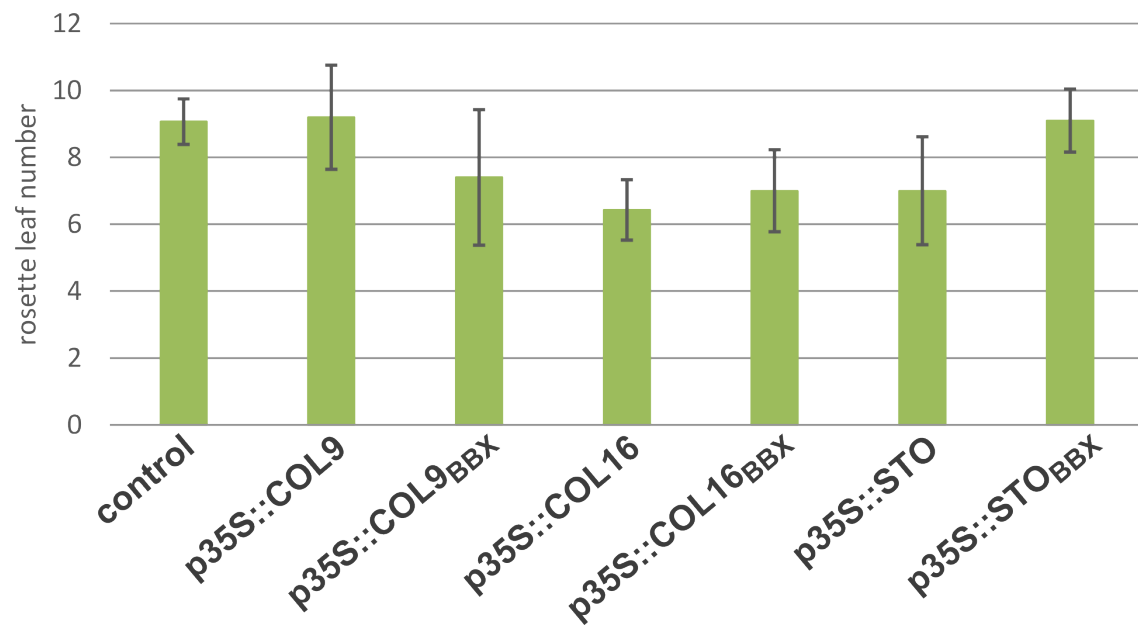

**Supp. Fig. S9. Flowering of transgenic plants overexpressing different B-Box proteins and artificial B-Box miPs.** Average rosette leaf number at the time of bolting in Basta-resistant control plants and T1-plants overexpressing different B-Box proteins or artificial microProteins consisting of their B-Box domains growing under long day conditions.

# Supplementary material for: MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis
**Source:** PLoS Genet. 2016 Mar 25;12(3):e1005959. doi: 10.1371/journal.pgen.1005959
**Supplement:** S10 Fig — (A) Rosette leaf number at the time of flower initiation under long (16h light/day; bright green) and short day (8h light/day; dark green) conditions of Col- plants and plants homozygous for the T-DNA insertion GABI_KAT_288G080. (B) Expression of miP1a and miP1b in Col-0 and homozygous T-DNA lines relative to GAPDH determined by qRT-PCR. (C) Rosette leaf number of Col-0 and two independent T2 plant lines expressing a microRNA against miP1a and miP1b grown under long day conditions (16 h light/day).

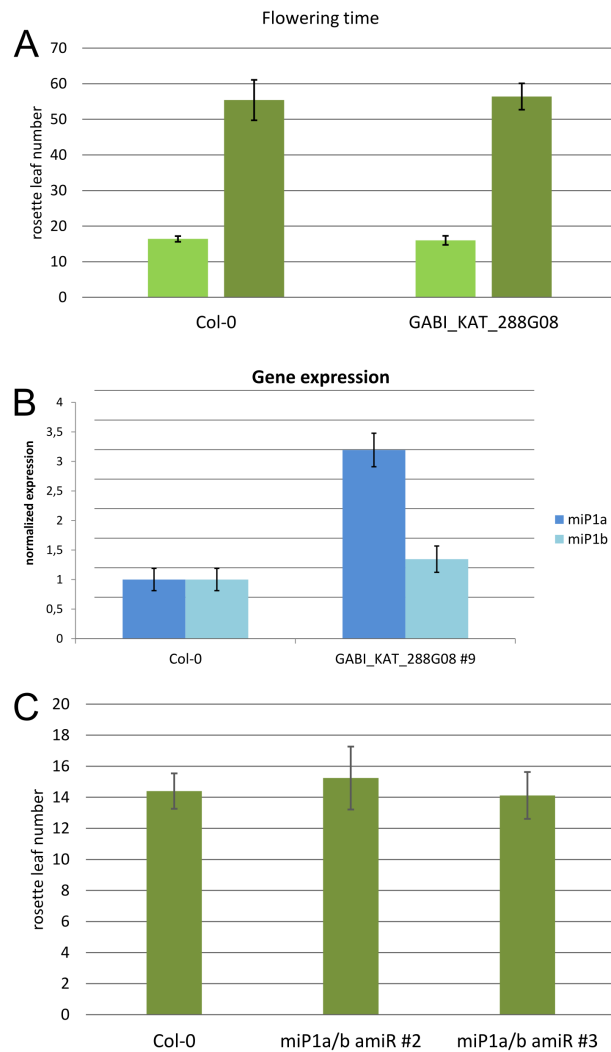

**Suppl. Fig. S10 Characterization of miP1a T-DNA line GABI\_KAT\_288G08 and transgenic plants over-expressing artificial microRNAs.** (A) Rosette leaf number at the time of flower initiation under long (16h light/day; bright green) and short day (8h light/day; dark green) conditions of Col- plants and plants homozygous for the T-DNA insertion GABI\_KAT\_288G080. (B) Expression of miP1a and miP1b in Col-0 and homozygous T-DNA lines relative to GAPDH determined by qRT-PCR. (C) Rosette leaf number of Col-0 and two independent T2 plant lines expressing a microRNA against miP1a and miP1b grown under long day conditions (16 h light/day).

# Supplementary material for: MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis
**Source:** PLoS Genet. 2016 Mar 25;12(3):e1005959. doi: 10.1371/journal.pgen.1005959
**Supplement:** S11 Fig — Average root length of 7 days old seedlings grown on normal MS media or on MS media containing 50 mM and 100 mM of NaCl.

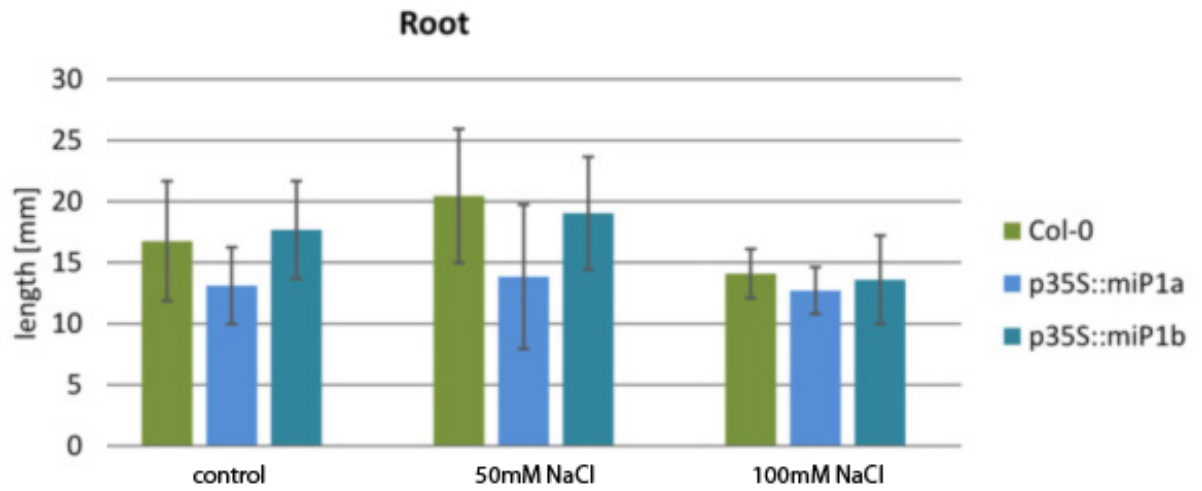

**Supp. Fig. S11 physiological responses of Col-0, *35S::miP1a* and *35S::miP1b* seedlings to salt.** Average root length of 7 days old seedlings grown on normal MS media or on MS media containing 50 mM and 100 mM of NaCl.

# Supplementary material for: MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis
**Source:** PLoS Genet. 2016 Mar 25;12(3):e1005959. doi: 10.1371/journal.pgen.1005959
**Supplement:** S12 Fig — Average rosette leaf number at the time of flower initiation of Col-0 and T2 plants of two independent transformants growing under long day conditions (16 h light/day).

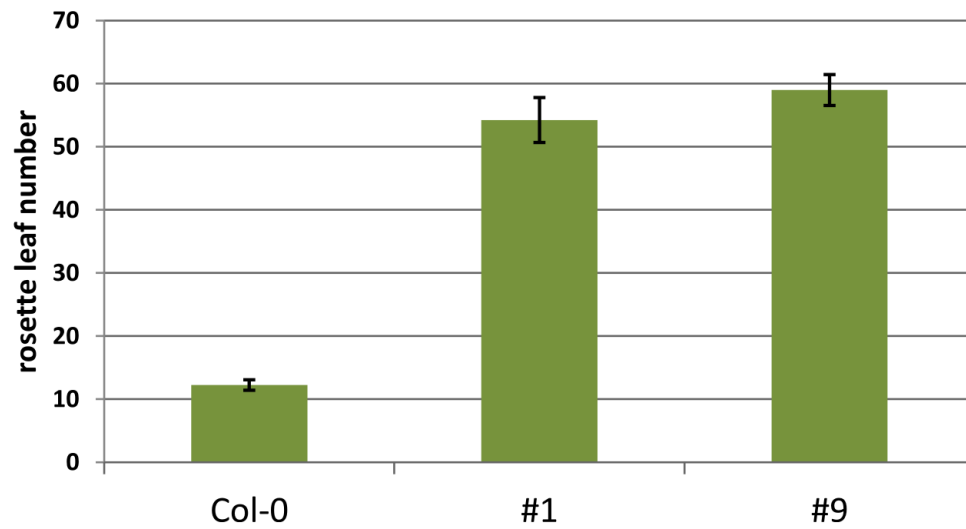

**Supp. Fig. S12. Flowering time of two independent *pSUC2::miP1a* transgenic plants relative to Col-0 wild type plants.** Average rosette leaf number at the time of flower initiation of Col-0 and T2 plants of two independent transformants growing under long day conditions (16 h light/day).

# Supplementary material for: MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis
**Source:** PLoS Genet. 2016 Mar 25;12(3):e1005959. doi: 10.1371/journal.pgen.1005959
**Supplement:** S13 Fig — Relative expression levels of five differentially regulated genes from the mRNA-seq dataset and a qRT-PCR on cDNA from Col-0, co-sail, p35S::miP1a and p35S::miP1b plants.

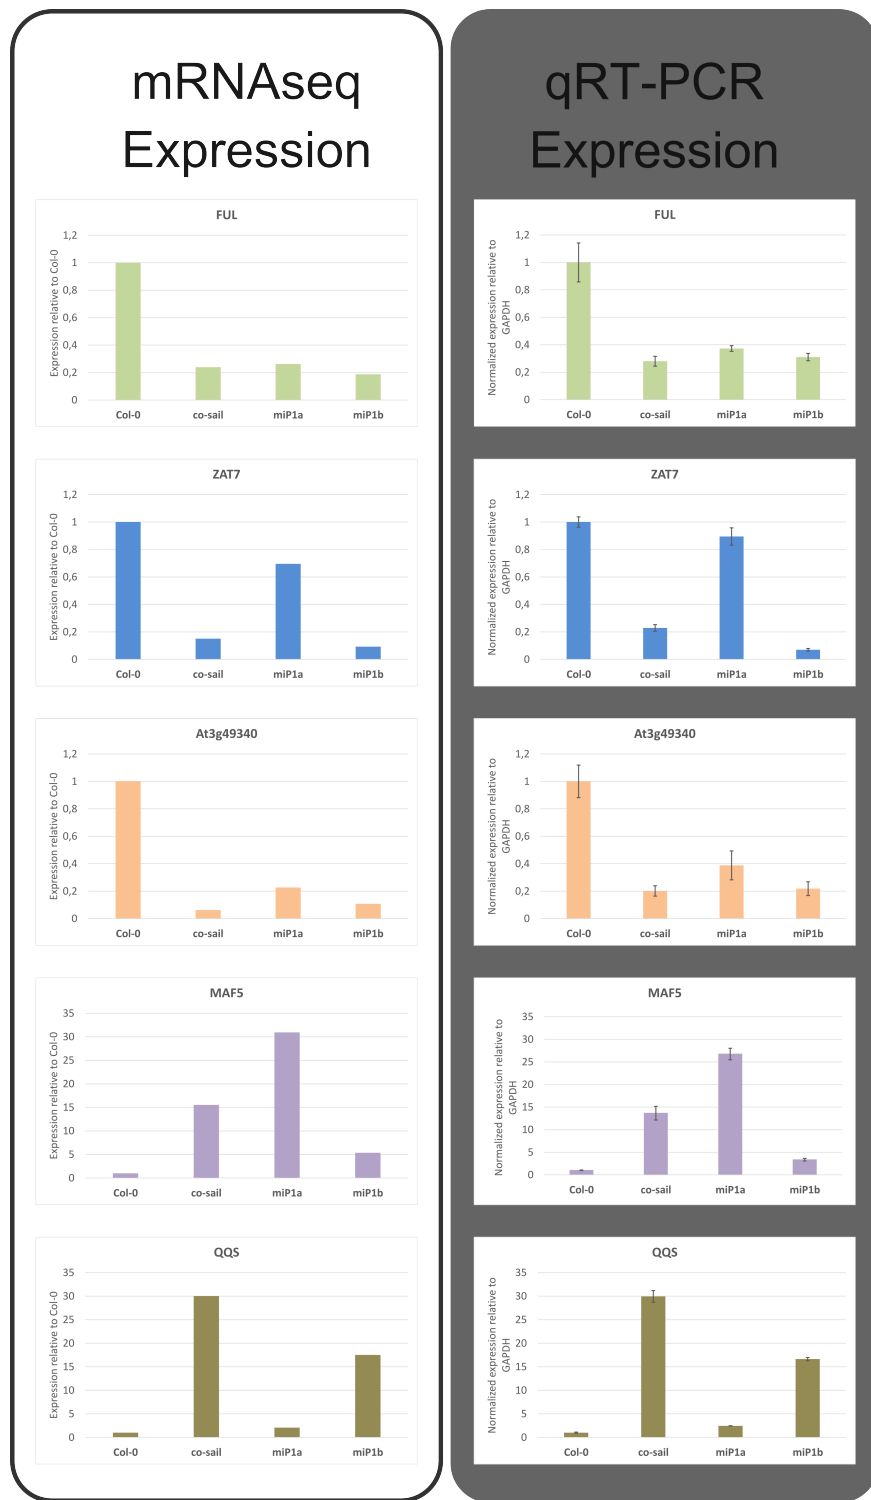

**Supp. Fig. S13. Comparison of mRNA-seq expression data and qRT-PCR results.** Relative expression levels of five differentially regulated genes from the mRNA-seq dataset and a qRT-PCR on cDNA from Col-0, *co-sail*, *p35S::miP1a* and *p35S::miP1b* plants.

# Supplementary material for: MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis
**Source:** PLoS Genet. 2016 Mar 25;12(3):e1005959. doi: 10.1371/journal.pgen.1005959
**Supplement:** S14 Fig — ClustalW-alignment of miP1a/b-type protein sequences.

**Supp. Fig. S14. Alignment of miP1a/b type proteins from dicot plants.**  
ClustalW-alignment of miP1a/b-type protein sequences.

# Supplementary material for: MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis
**Source:** PLoS Genet. 2016 Mar 25;12(3):e1005959. doi: 10.1371/journal.pgen.1005959
**Supplement:** S15 Fig — Highlighting the distribution of miP1a/b variants using Phytozome.

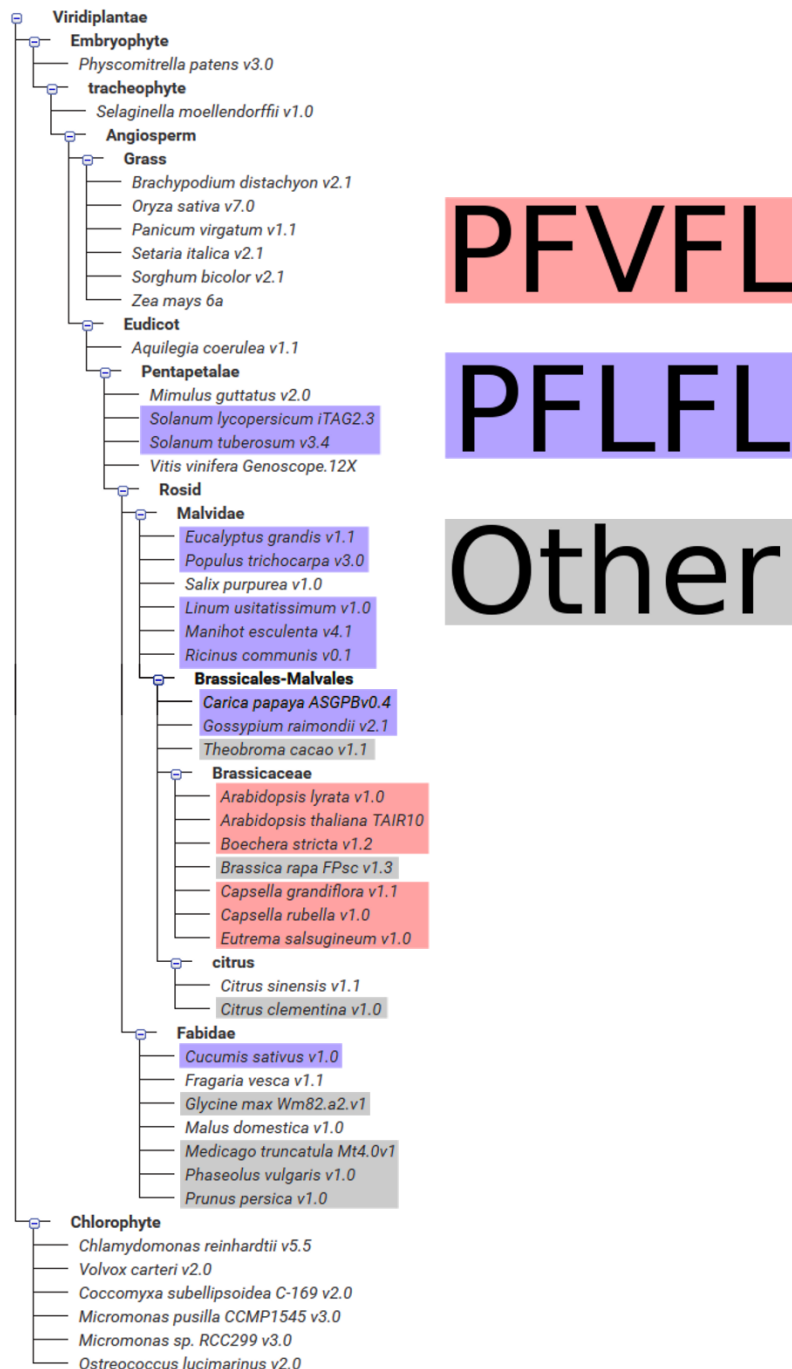

**Supplemental Figure S15. Phytozome tree.** Highlighting the distribution of miP1a/b variants using Phytozome.

# Supplementary material for: MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis
**Source:** PLoS Genet. 2016 Mar 25;12(3):e1005959. doi: 10.1371/journal.pgen.1005959
**Supplement:** S1 Table

**S1 Table. MicroProteins indentified in this study.**

| **AT-number** | **Annotation** | **Pfam** |
| --- | --- | --- |
| AT1G02210.1 | NAC (No Apical Meristem) domain | PF02365 |
| AT1G18770.1 | RING/U-box superfamily protein | PF00097 |
| AT1G18835.1 | MIF3, mini zinc finger | PF04770 |
| AT1G24580.1 | RING/U-box superfamily protein | PF00097 |
| AT1G26945.1 | KDR, basic helix-loop-helix (bHLH) | PF00010 |
| AT1G31760.1 | SWIB/MDM2 domain superfamily protein | PF02201 |
| AT1G72070.1 | Chaperone DnaJ-domain superfamily protein | PF00226 |
| AT1G74500.1 | ATBS1, BS1, TMO7 | PF00010 |
| AT1G74660.1 | MIF1, mini zinc finger 1 | PF04770 |
| AT1G75390.2 | AtbZIP44, bZIP44, basic leucine-zipper 44 | PF00170 |
| AT2G26320.1 | AGL33, AGAMOUS-like 33 | PF00319 |
| AT2G31215.1 | basic helix-loop-helix (bHLH) | PF00010 |
| AT2G33735.1 | Chaperone DnaJ-domain superfamily protein | PF00226 |
| AT2G35605.1 | SWIB/MDM2 domain superfamily protein | PF02201 |
| AT2G35795.1 | Chaperone DnaJ-domain superfamily protein | PF00226 |
| AT2G38880.4 | ATHAP3, ATNF-YB1, HAP3, HAP3A | PF00808 |
| AT2G38880.6 |  | PF00808 |
| AT3G04410.1 | NAC (No Apical Meristem) domain | PF02365 |
| AT3G09700.1 | Chaperone DnaJ-domain superfamily protein | PF00226 |
| AT3G17609.3 | HYH, HY5-homolog | PF00170 |
| AT3G21890.1 | B-box type zinc finger family protein | PF00643 |
| AT3G28917.1 | MIF2, mini zinc finger 2 | PF04770 |
| AT3G47710.1 | BHLH161, BNQ3, BANQUO 3 | PF00010 |
| AT3G51325.1 | RING/U-box superfamily protein | PF00097 |
| AT3G56770.2 | basic helix-loop-helix (bHLH) | PF00010 |
| AT3G62190.2 | Chaperone DnaJ-domain superfamily protein | PF00226 |
| AT4G00305.1 | RING/U-box superfamily protein | PF00097 |
| AT4G04632.1 | Protein kinase superfamily protein | PF00069 |
| AT4G12190.1 | RING/U-box superfamily protein | PF00097 |
| AT4G15248.1 | B-box type zinc finger family protein | PF00643 |
| AT4G24204.1 | RING/U-box superfamily protein | PF00097 |
| AT4G26810.1 | SWIB/MDM2 domain superfamily protein | PF02201 |
| AT4G26810.2 |  | PF02201 |
| AT5G01070.1 | RING/FYVE/PHD zinc finger superfamily protein | PF00097 |
| AT5G03030.1 | Chaperone DnaJ-domain superfamily protein | PF00226 |
| AT5G05770.1 | WOX7, WUSCHEL related homeobox 7 | PF00046 |
| AT5G15160.1 | BHLH134, BNQ2, BANQUO 2 | PF00010 |
| AT5G16650.1 | Chaperone DnaJ-domain superfamily protein | PF00226 |
| AT5G18037.1 | NAC (No Apical Meristem) domain | PF02365 |
| AT5G27050.1 | AGL101, AGAMOUS-like 101 | PF00319 |
| AT5G27810.1 | MADS-box transcription factor family protein | PF00319 |
| AT5G41440.1 | RING/U-box superfamily protein | PF00097 |
| AT5G46010.1 | Homeodomain-like superfamily protein | PF00046 |
| AT5G57565.2 | Protein kinase superfamily protein | PF00069 |

# Supplementary material for: MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis
**Source:** PLoS Genet. 2016 Mar 25;12(3):e1005959. doi: 10.1371/journal.pgen.1005959
**Supplement:** S2 Table

**S2 Table. Sequences of oligonucleotides used in this study.**

# Supplementary material for: MicroProtein-Mediated Recruitment of CONSTANS into a TOPLESS Trimeric Complex Represses Flowering in Arabidopsis
**Source:** PLoS Genet. 2016 Mar 25;12(3):e1005959. doi: 10.1371/journal.pgen.1005959
**Supplement:** S1 Text

**Supplementary text S1 Text.**

**Bioinformatics approach to isolate microProteins in Arabidopsis**

In order to identify novel microProtein regulators of transcription factors in the model plant *Arabidopsis thaliana*, we chose a computational approach (Suppl. Figure 1). Pfam domains of all 2297 transcription factors in the plantTFDB v3.0 ([Jin et al. 2014](#_ENREF_3)) were fetched from the annotation file of the Phytozome database v9.1 ([Swarbreck et al. 2008](#_ENREF_4)). To exclude small targets, transcription factors smaller than 200 amino acids were ignored, remaining 1985 transcription factors. The resulting set of 257 Pfam domains was filtered for interchain homodomain interaction domains present in the iPfam database v1.0 ([Finn et al. 2014](#_ENREF_2)). Domain interactions in the iPfam database are calculated using all know structures in the Protein Data Bank ([Berman et al. 2003](#_ENREF_1)). For the dimerization region of zinc finger homeodomain plant transcription factors (PF04770) no PDB structures are available, but we added the domain to the list of interaction domains. Following, proteins with the 42 homodomain interaction domains of transcription factors in the Phytozome database v9.1 were selected. But since all known microProteins are small, we limited the size of the investigated proteins to be shorter than 130 amino acids. We were able to identify 44 proteins derived from 42 genes (Suppl. Table 1) with 12 different Pfam interaction domains (Suppl. Figure 2). Due to our limitation of protein size and usage of imperfect databases (plantTFDB, iPfam and Phytozome) we assume that our analysis is not complete and might lack other potential microProteins.

Magnani et al. (2014) recently produced a list of truncated transcription factor-like proteins using a bioinformatics approach. They focused on proteins that share sequence similarity with transcription factors (TFs) but lack a known DNA-binding domain and are not larger or bear more domains than their putative target TFs. They found more than 400 proteins in *A. thaliana* fulfilling these criteria. The main differences of our approach to Magnani et al. (2014) are the presence of a protein-protein-interaction domain (PPID) combined with a very short protein size (max. length 130 vs 500 amino acids). The microProteins identified in this approach have only a single domain, the PPID. Additionally our search is more restrictive and conservative and we chose to use already annotated proteins. Therefore, this screen enriches for small proteins that have the potential to act in a dominant-negative fashion.

**Supplementary references**

Benjamini, Y., and Hochberg, Y. 1995. Controlling the false discovery rate: a practical and powerful approach to multiple testing. Journal of the Royal Statistical Society Series B, 57: 289–300.

Berman H, Henrick K, Nakamura H. 2003. Announcing the worldwide Protein Data Bank. Nature structural biology 10: 980.

Finn RD, Miller BL, Clements J, Bateman A. 2014. iPfam: a database of protein family and domain interactions found in the Protein Data Bank. Nucleic Acids Res 42: D364-373.

Jin J, Zhang H, Kong L, Gao G, Luo J. 2014. PlantTFDB 3.0: a portal for the functional and evolutionary study of plant transcription factors. Nucleic Acids Res 42: D1182-1187.

Langmead, B., et al. 2009.Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol 10 (3): p. R25

Lohse M, Bolger AM, Nagel A, Fernie AR, Lunn JE, Stitt M, Usadel B. 2012. RobiNA: A user-friendly, integrated software solution for RNA-Seq-based transcriptomics. Nucleic Acids Res. 40 (Web Server issue):W622-7.

Magnani E, de Klein N, Nam HI, Kim JG, Pham K, Fiume E, Mudgett MB, Rhee SY. 2014. A comprehensive analysis of microProteins reveals their potentially widespread mechanism of transcriptional regulation. Plant Physiol. 2014 Mar 10.

Robinson MD, McCarthy DJ, Smyth GK. 2010. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26: 139-14.

Swarbreck D, Wilks C, Lamesch P, Berardini TZ, Garcia-Hernandez M, Foerster H, Li D, Meyer T, Muller R, Ploetz L et al. 2008. The Arabidopsis Information Resource (TAIR): gene structure and function annotation. Nucleic Acids Res 36: D1009-1014.

How the deposited data were processed for this re-analysis (not part of the article)

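RNA from leaves of 4-week-old plants grown with 16 h of light and 8 h of darkness was compared between Col-0, *co-SAIL*, *35S::FLAG-miP1a* and *35S::FLAG-miP1b*, with 2 libraries for each of the 4 genotypes. The growth temperature is 22 °C in the paper and 20 °C in the sample labels. The description of the series calls the 2 libraries of a genotype technical replicates, and if so genotype and plant pool cannot be separated. As deposited, the log2 values are fold changes of Col-0 over each genotype and mean counts per gene, which the authors made by clipping, mapping to TAIR10 with Bowtie in RobiNA, counting per gene and fitting edgeR with its default normalization. The score in the authors' deposited tables is the likelihood ratio of each comparison, with 1 degree of freedom. The p-value and FDR in the tables were made by the authors in edgeR from that ratio, with Benjamini-Hochberg adjustment over 21960 genes. The mean abundance of a gene is identical in the 3 tables, so the authors fitted 1 model to all 8 libraries.

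The sign of the fold changes was turned to genotype over Col-0. Lists of genes used the paper's thresholds, a minimum fold change of 4 and an FDR below 0.001, on the deposited values. Overlaps were tested with the one-sided hypergeometric distribution on all genes, adjusted over the 6 pairs of lists. Reads per gene and genotype were recovered by inverting the averages and prior counts of the fold changes. The effective number of reads per genotype came from the genes with 1 read in total, of which there were 353. Over all groups this number was 135420367. A count of 3 or fewer reads was treated as the floor. Among the 21960 genes, 17047 have at least 1 CPM and 11382 at least 10 CPM. The negative binomial likelihood ratio was recomputed on these reads with a dispersion of 0.0132, and with 0.04 and 0.16, which are coefficients of variation of 20% and 40%. The same test compared the genotypes with each other.

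Unchanged genotypes with common Col-0 libraries were simulated 20 times. Medians of gene lists were ranked among 10000 random lists of the same size matched on mean abundance in 20 bins, and bootstrap intervals used 1000 draws of genes. The lists cover salicylic acid and defence (20 genes), jasmonate (14), the stomatal lineage (9), mitosis (14), morning (3) and evening (6) clock genes, and flowering (12). The salicylic acid list, the thresholds, the hypergeometric test and the rule for named genes were set before the data were examined, and the other lists afterwards. Named genes are those the paper names, those past both thresholds in the same direction in all 3 genotypes, and the 3 with the smallest p-value in each list. The calculation was tested on simulated data with a dispersion of 0.01, where 600 of 600 genes changed 8-fold were called and 0 unchanged genes. The simulated tables were built with the same averaging formula, so this does not test the formula. The whole-number shares and the match of the likelihood ratios do.

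Gene positions, exons and proteins come from the TAIR10.1 annotation, joined by locus tag, which matched 21912 genes. The authors mapped to TAIR10. Alternatives were a minimum fold change of 2, an FDR below 0.05 or 1e-06, genes with at least 1 CPM, an adjustment over these genes, centred fold changes, other backgrounds and other correlations. The 2 larger dispersions, the bounds for genes at the floor, the background of genes with enough reads and the probability of more than the observed overlap were added after the data were examined. Single libraries were not analysed here. Calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Biopython 1.88 and matplotlib 3.10.9.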

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

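The salicylic acid list was set before the data were examined. The other lists were written after the tables had been seen. The tests of the normalization, of the salicylic acid state without the shared genes and of dividing tissue as the whole cause were chosen only after the result was seen, as were the limits by which a list median or a test was judged. Of 21 list medians against Col-0, 9 lay outside the central 95% of random lists, as did 4 of 7 medians of *35S::FLAG-miP1b* against *35S::FLAG-miP1a*, where chance gives 5%. *CO* mRNA was not lower in the libraries labelled *co-SAIL*, but 1 value per gene does not show whether *CO* is functional there. Because each genotype may be 1 pool of plants, no test here, such as that of the salicylic acid list with its median of -0.89 in *co-SAIL* below, separates an effect of the genotype from one of the pool.

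The paper does not analyse salicylic acid and defence genes as a list. In the libraries labelled *co-SAIL* the median log2 change of the 20 genes was -1.13, with 20 of 20 below Col-0. The number with an FDR below 0.05 was 14 over all genes and 18 adjusted over the list alone. In *35S::FLAG-miP1b* the median was -2.00, with 20 of 20 below Col-0 and 18 and 20 genes by the 2 adjustments. Both medians were below every random list. In *35S::FLAG-miP1a* the median was -0.04, with 11 of 20 below. Against *35S::FLAG-miP1a*, the median in *35S::FLAG-miP1b* was -1.81, with 20 of 20 lower and 16 with an adjusted p below 0.05, or 8 with a dispersion of 0.16. S1 Data lists 10 of the 20 genes, *PR1* among them, as down-regulated in *35S::FLAG-miP1b*, and 3 in *co-SAIL*. The list is therefore not independent of what the paper had shown, and its medians in these genotypes partly repeat the published lists. Without the 3 genes that are also among the 34 shared down-regulated genes, the median in *co-SAIL* was -0.89. A lower defence state in both pools may therefore contribute to the 34 genes that *co-SAIL* and *35S::FLAG-miP1b* share. Whether it comes from the genotypes or from how their plants were grown stays open, since each genotype may be 1 pool of plants.

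Between *35S::FLAG-miP1a* and *35S::FLAG-miP1b*, 319 genes differed at least 4-fold with an adjusted p below 0.001, and 304 of them were lower in *35S::FLAG-miP1b*. With a dispersion of 0.16, chosen after the data were examined, there were 114. An offset of -1.11 in all log2 changes of *35S::FLAG-miP1b* against Col-0 would have to be removed to even out its lists. A shift of the normalization cannot be told apart from a real excess of decreases, because the normalization itself sets the typical change near 0. Differences between pools stay open too.

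Jasmonate genes, which the paper does not analyse, had a median of 0.21 in *co-SAIL* and 0.80 in *35S::FLAG-miP1a*, where 13 of 14 were above Col-0. In *35S::FLAG-miP1b* it was -0.19, inside the range of random lists, and against *35S::FLAG-miP1a* it was -0.68, with 14 of 14 lower. A jasmonate or wound response in the *35S::FLAG-miP1a* pool may thus be part of the genes up-regulated there, although 1 of the 14 genes passed both thresholds. The paper gives no information that would separate wounding at harvest from an effect of miP1a.

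Stomatal lineage genes, also not analysed by the paper, had a median of -1.81 in *35S::FLAG-miP1a* and -3.01 in *35S::FLAG-miP1b*, and of -0.25 in *co-SAIL*, where it lay inside the range of random lists. Against *35S::FLAG-miP1a*, the median in *35S::FLAG-miP1b* was -1.18. The 14 mitotic genes had medians of -0.39 in *35S::FLAG-miP1a*, with 13 of 14 genes below Col-0, -0.60 in *35S::FLAG-miP1b*, with 12 of 14 below, and -0.09 in *co-SAIL*, of which only the value in *35S::FLAG-miP1b* lay outside random lists. Less young dividing tissue in the sampled leaves cannot be told apart from an effect of the transgenes, because both follow genotype. Whether it is the whole cause stays open as well. The stomatal lineage genes fell by more than the mitotic genes, with a difference of medians of -2.41 in *35S::FLAG-miP1b*, but the stomatal list was written after such genes were seen among the down-regulated ones, so the difference excludes nothing.

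Of the 3 morning genes, 2 were above the floor, and their median was 1.10 in *35S::FLAG-miP1a* and 0.59 in *35S::FLAG-miP1b*, against 0.05 in *co-SAIL*. The 6 evening genes had medians of 0.14 in *35S::FLAG-miP1a*, 0.02 in *35S::FLAG-miP1b* and -0.07 in *co-SAIL*, and against *35S::FLAG-miP1a* the median in *35S::FLAG-miP1b* was -0.19. A different time of harvest or clock phase in *35S::FLAG-miP1a* cannot be told apart from other causes of these changes, because the evening median of 0.14 summarises 4 genes above and 2 below Col-0.

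*TSF* (AT4G20370), which the paper does not discuss for these libraries, had 51 reads in Col-0, 16 in *co-SAIL*, and 0 in both overexpression lines. With 3 reads in place of 0, its log2 change was -4.04 in *35S::FLAG-miP1a* and -4.14 in *35S::FLAG-miP1b*, which are bounds. *TSF* belongs to the list of 12 flowering genes. Of these, 11 were above the floor in the comparison of *35S::FLAG-miP1a*, 10 in that of *35S::FLAG-miP1b* and 10 in that of *co-SAIL*. Their medians were -0.18, -0.08 and -0.07 in this order, all inside the range of random lists. Such a median does not show whether flowering genes responded, because falls and rises in the list offset each other. In *co-SAIL*, *SOC1* and *TSF* changed by -1.20 and -1.54, but *FLC* and *MAF4* by 1.38 and 1.49. The list also leaves out *FT*, *FUL* and *MAF5*. No technical explanation was tested for *TSF*.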

How the results depend on the processing

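The 2 larger dispersions were chosen after the data were examined. Of the values that answer a comparison, 109 were kept, 58 moved, 1 became weaker and 0 reversed. Counts of genes were judged by a factor of 1.5 and correlations by their interval. Shares of lists, 68 of the 109 values kept, were judged only by the side of their test, and the share itself could change several-fold. Of the values of single named genes 61 stayed and 11 became weaker, all of them with a larger dispersion. For the changes below the cause was not tested beyond what each setting does by construction, which is to admit or remove genes.

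With a minimum fold change of 2 the lists of down- and up-regulated genes held 166 and 30 genes in *co-SAIL*, 239 and 297 in *35S::FLAG-miP1a*, and 636 and 112 in *35S::FLAG-miP1b*, with 39 and 6 genes in all 3 genotypes. With an FDR below 0.05 they held 110 and 45, 167 and 211, and 458 and 98 genes, with 18 and 7 in all 3. With an FDR below 1e-06, *co-SAIL* had 20 and 6 genes, *35S::FLAG-miP1a* had 32 down-regulated and *35S::FLAG-miP1b* 11 up-regulated genes, and 2 were down-regulated in all 3. For genes with at least 1 CPM, and equally with the adjustment made over these genes, the lists held 23 and 5, 24 and 69, and 184 and 11 genes, and 2 were down-regulated in all 3.

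With a dispersion of 0.04, *co-SAIL* had 27 and 6 genes, and 2 genes were down-regulated in all 3. With 0.16 the lists held 3 and 4, 12 and 39, and 85 and 3 genes, with 1 and 0 in all 3. The share of up-regulated genes of *35S::FLAG-miP1b* also up-regulated in *35S::FLAG-miP1a* was then 0% (Fisher's exact test, p = 1). The other 5 overlaps stayed below p = 0.05 wherever Fisher's exact test was made, but their size changed. Across those alternatives, the down-regulated share of *co-SAIL* with *35S::FLAG-miP1a* ranged from 11.1% to 66.7%, of *co-SAIL* with *35S::FLAG-miP1b* from 33.3% to 91.3%, and of *35S::FLAG-miP1a* with *35S::FLAG-miP1b* from 44.3% to 71.9%. The up-regulated share of *co-SAIL* ranged from 25.0% to 60.0% with *35S::FLAG-miP1a* and from 18.2% to 40.0% with *35S::FLAG-miP1b*.

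Genes of the shorter list with a change in the same direction, whatever their FDR, were counted without a test. Of the down-regulated genes these were 72.1% for *co-SAIL* in *35S::FLAG-miP1a*, 97.7% for *co-SAIL* in *35S::FLAG-miP1b* and 98.5% for *35S::FLAG-miP1a* in *35S::FLAG-miP1b*. Of the up-regulated genes they were 72.7% for *co-SAIL* in *35S::FLAG-miP1a*, 63.6% for *co-SAIL* in *35S::FLAG-miP1b* (7 of 11, with 5.19 expected) and 90.5% for *35S::FLAG-miP1b* in *35S::FLAG-miP1a*.

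The correlation of *co-SAIL* with *35S::FLAG-miP1a* was 0.446 over all genes. That of *35S::FLAG-miP1a* with *35S::FLAG-miP1b* was 0.543 for genes with at least 10 CPM and 0.662 as a Spearman correlation. *FT* ranked 2 in *co-SAIL* by p-value and 2 among genes with at least 1 CPM, and 4 in *35S::FLAG-miP1b* among the latter. The medians of the salicylic acid list stayed within their margin with centred and with deposited fold changes.

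No paired analysis was possible because the tables used here hold comparisons of genotypes. The replicate block, DESeq2 size factors with the DESeq2 test, the removal of the filter on low counts and leaving out each replicate in turn were therefore not run. Depth limits genes below 1 CPM, which made up 20 of the 43 down-regulated genes in *co-SAIL*, 44 of 68 in *35S::FLAG-miP1a* and 119 of 303 in *35S::FLAG-miP1b*. For genes with fewer than 3 reads in a genotype, the change is a bound.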

Differences from the paper's values

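The 6 p-values of the gene overlaps differ from those in Fig. 4F of the paper. They are given here in units of the power of 10 that the figure shows. For genes down-regulated in *co-SAIL* and *35S::FLAG-miP1a*, in units of 1e-11, the paper's value is about 6 in Fig. 4F, read by eye, and the value here was 392. For genes down-regulated in *co-SAIL* and *35S::FLAG-miP1b*, in units of 1e-58, the paper's value is about 1 in Fig. 4F, read by eye, and the value here was 430. For genes down-regulated in *35S::FLAG-miP1a* and *35S::FLAG-miP1b*, in units of 1e-61, the paper's value is about 1 in Fig. 4F, read by eye, and the value here was 163. For genes up-regulated in *co-SAIL* and *35S::FLAG-miP1a*, in units of 1e-9, the paper's value is about 2 in Fig. 4F, read by eye, and the value here was 310. For genes up-regulated in *co-SAIL* and *35S::FLAG-miP1b*, in units of 1e-7, the paper's value is about 1 in Fig. 4F, read by eye, and the value here was 477. For genes up-regulated in *35S::FLAG-miP1b* and *35S::FLAG-miP1a*, in units of 1e-7, the paper's value is about 1 in Fig. 4F, read by eye, and the value here was 53.8. None of the alternatives set before the data were examined closed any of these gaps. The probability of more than the observed overlap, in place of at least the observed overlap, was chosen after seeing the values and gave 5.86, 1.37, 1.27, 2.38, 1.24 and 1.00 in the same units and order.

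The paper places *FUL* among the genes down-regulated in all 3 genotypes. In *35S::FLAG-miP1a* it was 3.82-fold lower than in Col-0, which is below the minimum fold change of 4, while the minimum fold change of 2 calls it. The paper gives the names BBX30 and BBX31 to miP1a and miP1b in that order, whereas the TAIR10.1 annotation names the gene of miP1a, AT3G21890, *BBX31*, and the gene of miP1b, AT4G15248, *BBX30*. The regions of Fig. 4F show whole lists and pairwise overlaps, and counted exclusively 29 of the 34 genes shared by *co-SAIL* and *35S::FLAG-miP1b* are not shared with *35S::FLAG-miP1a*.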

Other observations

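The tests of shared Col-0 values and of plant pools by lists of matched size were chosen only after the result was seen, as was the comparison of the correlations with the simulated ones in judging them. The tests of length and GC content were chosen before the values they measure. The test of harvest time was chosen after *CCA1* had been seen.

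For the 34 genes down-regulated in both *co-SAIL* and *35S::FLAG-miP1b*, high values in the Col-0 libraries alone are argued against as the whole cause. The same genes had a median of -0.55 in *35S::FLAG-miP1a*, where the same Col-0 libraries are the control, against -2.52 in *co-SAIL*. A part stays open, since the bootstrap interval of the former was -1.62 to -0.06, with 23 genes below Col-0 and 11 above. High values in the Col-0 and *35S::FLAG-miP1a* pools alike would give the same pattern, which this comparison cannot exclude. Differences between plant pools beyond the common dispersion cannot be told apart from effects of the genotypes. With dispersions of 0.04 and 0.16 in unchanged genotypes, lists of the observed sizes shared at most 34.9%, against 79.1% observed, but these simulations use 1 dispersion for all genes and vary each gene independently. Genes that vary more than others between pools, or together, were not simulated. If the dispersion were 0.16, 3 genes would be called in *co-SAIL*, of which 1 is shared.

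The correlations across genes carry less information. Comparisons without a common library give linked values, since each belongs to 1 pair of genotypes and, with its sign turned, to another. A positive value can come from a likeness of the pair or from a likeness of the remaining groups. The values were -0.20 and -0.29 for *co-SAIL* and *35S::FLAG-miP1a*, and 0.20 and -0.12 for *co-SAIL* and *35S::FLAG-miP1b*. For *35S::FLAG-miP1a* and *35S::FLAG-miP1b* they were 0.29 and 0.12. Only this last pair had no negative value, which does not show that it was the most alike. With the common libraries, *35S::FLAG-miP1a* and *35S::FLAG-miP1b* had a correlation of 0.472, below the simulated mean of 0.501. This lay below the lowest simulated value of 0.486 too. For genes with at least 10 CPM it was 0.543, and as a Spearman correlation 0.662, above the highest simulated values of 0.516 and 0.492. For *co-SAIL* and *35S::FLAG-miP1b* the same measures were 0.528, 0.559 and 0.502, above the highest simulated values of 0.515, 0.512 and 0.490. For *co-SAIL* and *35S::FLAG-miP1a* they were 0.379, 0.421 and 0.418, below the lowest simulated values of 0.475, 0.482 and 0.456. For each of the 3 pairs, an effect of the shared Col-0 libraries cannot be told apart from a likeness of the genotypes. The simulations use 1 dispersion for all genes and vary each gene independently. They hold no trend with gene length, whereas changes rose with it in all 3 genotypes (Spearman correlations 0.196 in *co-SAIL*, 0.369 in *35S::FLAG-miP1a* and 0.290 in *35S::FLAG-miP1b*). The comparisons without a common library leave open which groups are alike. Genes are not independent replicates.

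Among genes with at least 1 CPM, *35S::FLAG-miP1b* had 184 down-regulated and 11 up-regulated genes. Changes rose with gene length (Spearman correlation 0.290) and GC content (0.150). After the median of genes of like length was subtracted, 174 genes were down-regulated and 10 up-regulated, and after that for GC content 186 and 8. Length and GC content are thus argued against as the whole cause of the unequal lists. The 10 most abundant genes held 6.59% of the reads in Col-0 and 7.26% in *35S::FLAG-miP1b*, so that no few genes took most of the reads.

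*CCA1* (AT2G46830) was noticed among the genes of *35S::FLAG-miP1a* after its values were seen. It had 56 reads in Col-0, 43 in *co-SAIL*, 221 in *35S::FLAG-miP1a* and 76 in *35S::FLAG-miP1b*, and a log2 change of 2.03 in *35S::FLAG-miP1a*. The authors' deposited table gives it an FDR of 1.4e-12. The paper gives no time of harvest for these leaves. Genes changed in opposite directions were few, with 3 genes (*SAG13*, *CML41* and AT4G16260) up-regulated in *35S::FLAG-miP1a* and down-regulated in *35S::FLAG-miP1b*, named after their values were seen.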
